# Transcriptome sequencing reveals key potential long non-coding RNAs related to duration of fertility trait in the uterovaginal junction of egg-laying hens

**DOI:** 10.1038/s41598-018-31301-z

**Published:** 2018-09-04

**Authors:** Adeyinka Abiola Adetula, Lantao Gu, Chinedu Charles Nwafor, Xiaoyong Du, Shuhong Zhao, Shijun Li

## Abstract

Duration of fertility, (DF) is an important functional trait in poultry production and lncRNAs have emerged as important regulators of various process including fertility. In this study we applied a genome-guided strategy to reconstruct the uterovaginal junction (UVJ) transcriptome of 14 egg-laying birds with long- and short-DF (n = 7); and sought to uncover key lncRNAs related to duration of fertility traits by RNA-sequencing technology. Examination of RNA-seq data revealed a total of 9977 lncRNAs including 2576 novel lncRNAs. Differential expression (DE) analysis of lncRNA identified 223 lncRNAs differentially expressed between the two groups. DE-lncRNA target genes prediction uncovered over 200 lncRNA target genes and functional enrichment tests predict a potential function of DE-lncRNAs. Gene ontology classification and pathway analysis revealed 8 DE-lncRNAs, with the majority of their target genes enriched in biological functions such as reproductive structure development, developmental process involved in reproduction, response to cytokine, carbohydrate binding, chromatin organization, and immune pathways. Differential expression of lncRNAs and target genes were confirmed by qPCR. Together, these results significantly expand the utility of the UVJ transcriptome and our analysis identification of key lncRNAs and their target genes regulating DF will form the baseline for understanding the molecular functions of lncRNAs regulating DF.

## Introduction

Duration of fertility (DF) is defined as the number of day’s post-fertilisation when viable eggs are produced. It is an important trait in egg-laying hens. For efficient and profitable poultry production prolonged duration of fertility for a breeder stock is vital. Studies on artificial insemination (AI) revealed the relationship between the number of spermatozoa inseminated and embryo survival influence duration of fertility^1^. Prolonged sperm storage and its longevity within the sperm storage tubules (SST) in the uterovaginal junction (UVJ) of laying hens were associated with DF trait^2–4^. The possibility of increasing the AI intervals by improving DF via selection of DF traits has been proven^5–7^.

To date, several proteins and enzyme-coding genes have been associated with fertility potential of laying birds, including, carbonic anhydrase^8^, avidin and avidin-related protein-2 (AVR2)^9^, aquaporins^10,11^, alkaline phosphatase^12^, progesterone receptor^13^, transforming growth factor-β (TGF-β) and its receptors^14^. Additionally, immune system activity has been implicated in maintaining sperm storage within the SST and at the time of fertilization^15,16^. Likewise, breeder and co-workers proposed that energy derived from mitochondrial fatty acid oxidation might be important for sperm longevity, motility, mobility and storage in the oviduct. Despite these extensive studies causes of long-DF, short-DF, and in some cases, infertility in egg-laying hens is largely unknown. Especially the transcriptional and post-transcriptional regulation of gene function during oviductal sperm selection, transport, and storage^17^.

Long non-coding RNAs (lncRNAs) have emerged as important molecules for the transcriptional and post-transcriptional regulation of gene expression evidenced by their tissue-specific expression patterns and subcellular localization^18^. LncRNAs required for spermatogenesis and fertility have been identified in Drosophila^19^. Also, regulatory elements such as enhancers and regulatory non-coding RNAs that are spermatozoa-specific in mammalian species have been identified^20–23^, supporting the possibility that lncRNAs may impact DF in egg-laying hens. In chicken, only a small percentage of all annotated lncRNAs have been functionally characterized^24^, but several lncRNAs have been identified including those associated with skeletal muscle development^25,26^, liver and adipose tissues^27^ as well as several lncRNAs in the male testis with extreme sperm motility^28^.

The sperm storage tubule (SST) located in the uterovaginal junction (UVJ) is considered the main site of the residence of spermatozoa and are highly related to fertility and reproductive traits^29^. Therefore, to identify lncRNAs specifically associated with DF an analytical approach that provides a holistic view of the transcriptional landscape of the UVJ during reproductive phase could shed light on the molecular regulation of DF in egg-laying hens. In this paper, egg-laying hens were divided into two groups; long-DF and short-DF. The long-DF hens have prolonged duration of fertility, large and fertile egg production, while short-DF hens were characterized based on their short duration of fertility, small and infertile egg production. In the present study, targeted analysis of transcriptome was based on RNA isolated from the UVJ of reproductively isolated hens coded as long-and short-DF hens and sequenced using RNA-sequencing technology with the aim of identifying the potential important lncRNAs that are associated with prolonged DF in egg-laying hens. These findings provide some new information for understanding the molecular functions of lncRNAs regulating DF and extend the knowledge of the molecular mechanisms underlying fertility in egg-laying hens.

## Results

### Duration of fertility trait in egg-laying hens

A total of 304 hens were recorded daily by the DF trait: DN: the days post-insemination until the last fertile and FN: the numbers of fertile eggs laid after artificial insemination (AI). In general, there is a wide range of variability in the DF trait. DN ranges between 8 and 19 days and FN ranges between 6 and 17 eggs (Fig. 1). Table 1 showed the characteristics of the DF phenotype in reproductively isolated hens coded as long-and short-DF hens. Both DN and FN showed high individual variability between the two groups even when we observed same and optimal multiple insemination conditions. Furthermore, the ultrastructural analysis of UVJ tissue showed that more SSTs were embedded in the long-DF hens (Fig. 2a,b) compared with short-DF hens (Fig. 2c,d). There was a significant difference in the number of SSTs between the two groups (21.5 ± 4.03 vs. 4.00 ± 0.91) (p < 0.01) in long and short-DF hens respectively. These results were able to distinguish the long and short-DF UVJ tissues.

**Figure 1:**
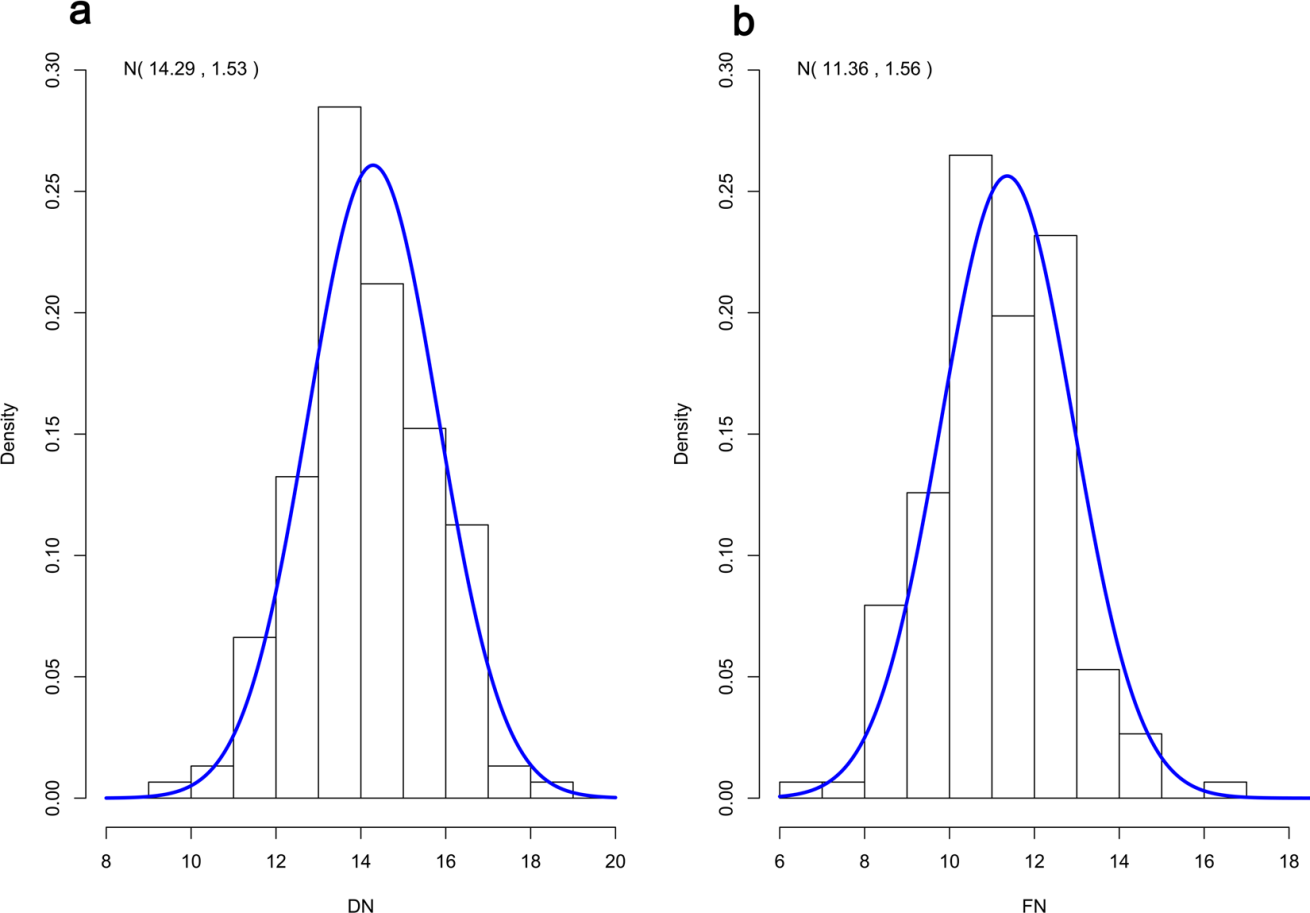
Duration of fertility trait in hens. (**a**,**b**) Histogram illustrates the distribution of DF trait within the population of egg-laying hens (n = 304). DN: the days post-insemination until the last fertile and FN: the numbers of fertile eggs laid after artificial insemination (AI). Bell-shaped indicate the normal distribution and the density curve was determined by standard normal distribution parameters N (µ, σ) where µ is the mean and σ is the standard deviation.

**Table 1:** Duration of fertility trait in hens.

Phenotypes	DN^*^ (days, Mean ± SD)	FN^†^ (eggs, Mean ± SD)	Fertility rate^‡^ (%)
Long DF	18.71 ± 0.49	17.43 ± 0.53	94.57
Short DF	7.14 ± 1.57	7.43 ± 1.40	23.74

For all phenotypes, we examined multiple inseminations (n = 7). *DN: the days post-insemination until the last fertile egg (up to about 40 wks of age); ^†^FN: the numbers of fertile eggs laid after artificial insemination (AI) (up to about 40 wks of age); ^‡^% fertility = number of fertile eggs/number of total eggs produced or set.

**Figure 2:**
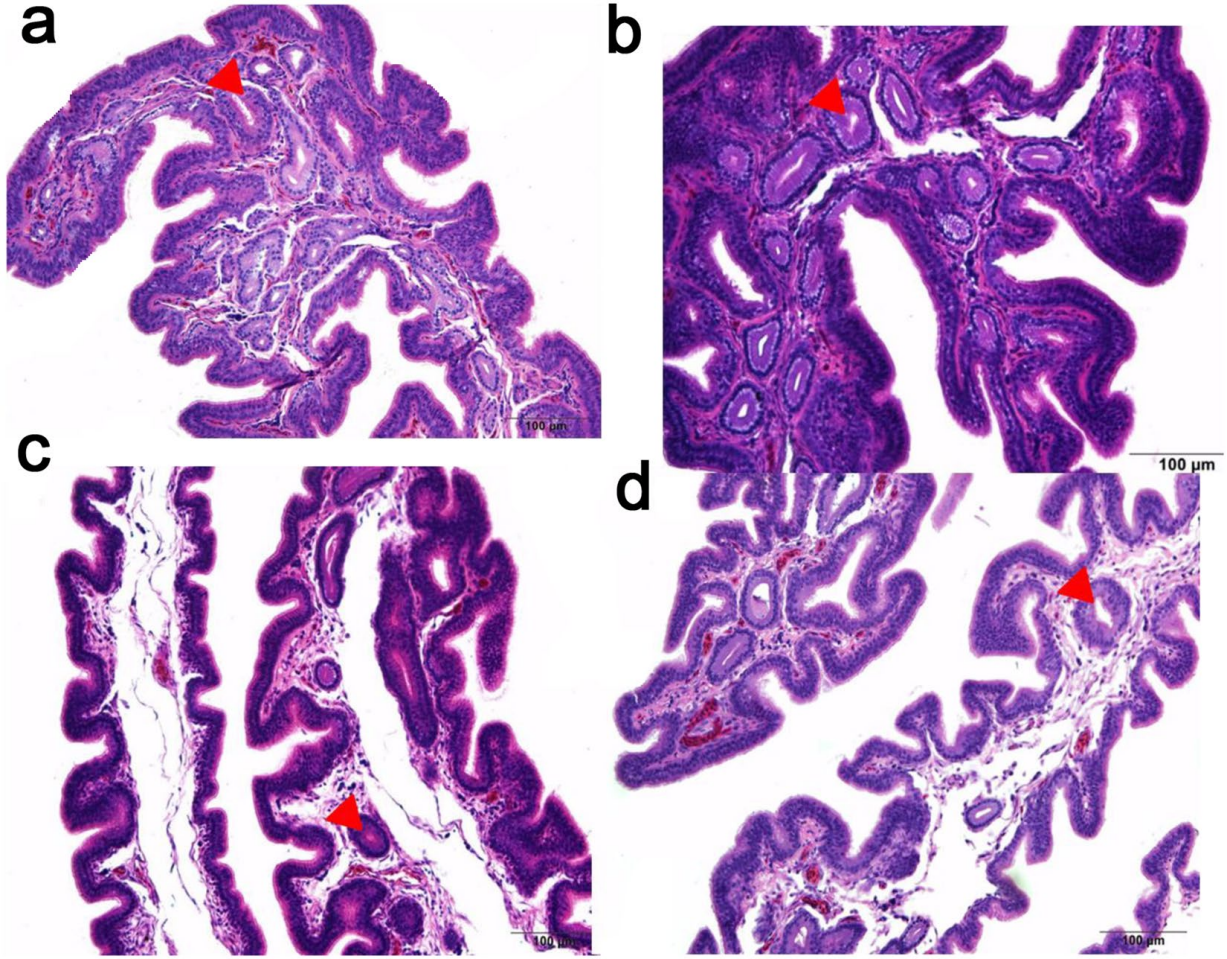
The panel of a tissue section of the UVJ of egg-laying hen. (**a**,**b**) long-DF hens and (**c**,**d**) short-DF hens. A rounded-like shape known as sperm storage tubule (SST) was more embedded in the UVJs of long-DF hens compared with short-DF hens. Data are presented as mean ± SEM (n = 4). P < 0.01 (Student’s t-test). The red arrow indicates the SSTs, Scale bar = 100 μm.

### General characteristics of the egg-laying hen’s transcriptome

RNA-sequencing was used to analyze the lncRNA expression from 14 cDNA libraries constructed from the UVJ of long- and short-DF hens (no pooled samples, n = 7). 

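Each library was made from the UVJ RNA of 1 hen, and each group held 7 hens. The hen numbers carry the prefix JH or JF, whose meaning the paper's text does not give, and each group held 4 JH hens and 3 JF hens. The authors mapped the reads to the Galgal4 genome with TopHat, assembled transcripts with StringTie, compared them with the annotation in Gffcompare and kept lncRNAs by length, exon number and coding potential. They deposited the number of fragments counted on each of 9977 lncRNA transcripts in each hen, without normalization, and the same values as FPKM (fragments per kilobase of transcript and per unit of library size). The paper's text does not name the tool that counted the fragments. Between 213304 and 266624 fragments per long-DF hen were counted on lncRNAs, with a median of 225299. The short-DF hens had between 213896 and 281892 fragments on lncRNAs, with a median of 222238. The reads that the paper gives in Supplementary Table S1 are those of whole libraries, while the tests used the fragments on lncRNAs. A count of 0 allows up to 3 fragments, which is 0.00106% to 0.00141% of the lncRNA fragments depending on the hen. This limit covers counting error only, since copies of a fragment made by PCR cannot be told from separate molecules. Counts were normalized by edgeR's TMM method, and groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test covered the 6887 lncRNAs with an FPKM of at least 0.1 in at least 7 of the 14 hens. A lncRNA was called differentially expressed at an adjusted p of at most 0.05, a p of at most 0.01 and an absolute log2 fold change of at least 2, which are the paper's thresholds. Fold changes of the lncRNAs that the paper names came from a fit without the FPKM filter, since some of them did not pass it. Single values were compared between groups by two-sided exact permutation tests over all splits of the 14 hens into 7 and 7. For a single lncRNA this test was on the mean of log2(FPKM + 0.1), also where its FPKM or fragments are given. Means are given with their SD over hens. The standard error of a fold change in edgeR was computed from the test, as the absolute log2 fold change divided by the square root of F.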

On the average, approximately 45.7 and 42.3 million raw reads, were generated from the long-DF and the short-DF groups respectively (Fig. 3). After data pre-processing and quality control, clean reads from the long-DF group ranges from (~80–90%) and short-DF group (~79–92%) were successfully aligned to chicken genome:Galgal4.0, map ratio of reads in most samples was about 73% in both groups; read coverage and mapped unique reads in most samples was more than 70%, see Supplementary Table S1 for the details of data pre-processing and read mapping. 

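The share of clean reads that mapped was between 72.2% and 74.5% in every hen, as the paper's Supplementary Table S1 gives it. The library total behind the FPKM values was computed from the counts, the transcript lengths and the FPKM. It was 7332760 ± 798662 fragments (SD, n = 7) in the long-DF hens and 6815460 ± 651035 (SD, n = 7) in the short-DF hens. The difference of 517303 fragments was within the spread between hens (exact permutation test, p = 0.211). Between the prefixes the totals were further apart, with 6665160 ± 564938 (SD, n = 8) in JH hens and 7619380 ± 624646 (SD, n = 6) in JF hens (exact permutation test, p = 0.0117). The fragments counted on lncRNAs made up 2.99% to 3.72% of these totals. Among the lncRNAs with a fragment in a hen, the median count was 4 or 5. A single fragment was counted on 1748 ± 45.7 lncRNAs per hen (SD, n = 14), and 3169 ± 79.9 of the detected lncRNAs per hen had 3 or fewer. Of all values in the table, 30.1% were 0.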

The reads alignment to chicken genome indicated that the sequencing reads were of good quality and the sequencing depth was sufficient for further analysis of lncRNA between the two groups of hens.

**Figure 3:**
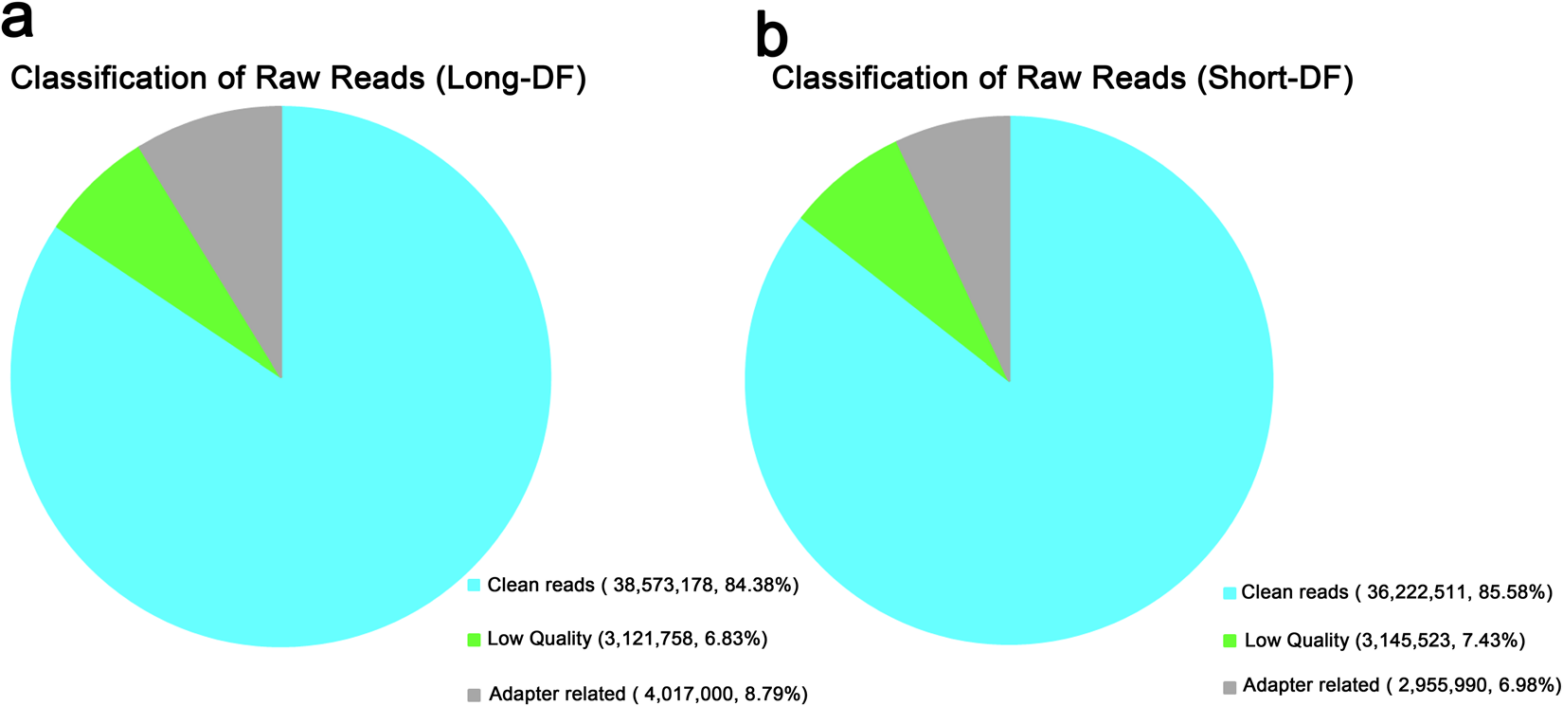
Classification of sequencing raw reads from (**a**) Long-DF and (**b**) Short-DF libraries in hens.

### Identification of lncRNAs in long-and short-DF egg-laying hens

In this study, we adopted a set of filtering criteria as described in the methods to identify putative lncRNAs from the alignments. Consequently, a total of 9977 lncRNAs were discovered in the assembled transcripts for which an average of 7038 and 6909 was expressed lncRNA transcripts in long- and short-DF groups respectively (Supplementary Table S2). 

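A lncRNA was taken as expressed in a hen at an FPKM above 0. The mean number was 7038 ± 107 (SD, n = 7) in the long-DF hens and 6909 ± 178 (SD, n = 7) in the short-DF hens. The difference of 129.6 lncRNAs did not exceed the spread between hens (exact permutation test, p = 0.128). Within the JH hens the difference was 215 lncRNAs (n = 4 per group, exact permutation test, p = 0.114). Within the JF hens it was 15.7 lncRNAs (n = 3 per group, exact permutation test, p = 0.7, where 0.1 is the smallest p possible). The hen JH104, with 6817 lncRNAs, stood apart from the other long-DF hens. When each library was thinned to the smallest library total behind the FPKM, the means were 6672 and 6668, a difference of 3.43 (exact permutation test, p = 0.973). This thinning did not make the fragments on lncRNAs equal. Before it, these differed by 3198 between the groups, within the spread between hens (exact permutation test, p = 0.791). The thinned values thus do not show that the number of fragments on lncRNAs caused the difference. At an FPKM of at least 1 the direction changed, with a difference of -58.3 lncRNAs (exact permutation test, p = 0.554). A fragment in each of the 14 libraries was found for 3919 lncRNAs.

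**Figure D1:**
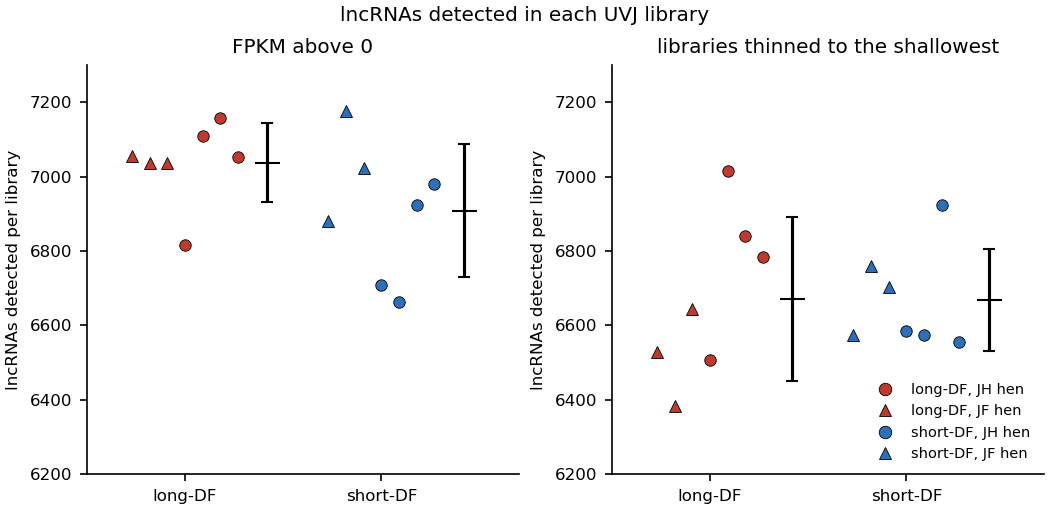
Number of lncRNAs detected in each UVJ library of 7 long-DF hens (red) and 7 short-DF hens (blue), at an FPKM above 0 (left) and after thinning each library to the smallest library total behind the FPKM (right); circles are JH hens, triangles are JF hens, and the bars are the mean and SD, on an axis that does not start at 0. The group means lie 129.6 lncRNAs apart on the left and 3.43 apart on the right.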

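Transcripts with an identifier of the NONCODE database were taken as known lncRNAs, and transcripts that the authors assembled from these libraries as unknown lncRNAs. They made up 74.2% and 25.8% of the list. The mean FPKM of the unknown lncRNAs was 7.83 ± 0.605 (SD, n = 14 hens) and that of the known ones 2.07 ± 0.141. The unknown lncRNAs were higher in 14 of 14 hens, by 5.76 ± 0.535 FPKM (two-sided exact sign-flip permutation test, p = 0.000122, the smallest possible with 14 hens). By the paper's account, assemblies were filtered on an FPKM threshold. Since the unknown lncRNAs were assembled from these libraries, their higher FPKM may follow from how they were chosen, which the test cannot exclude. The medians were 1.10 ± 0.113 and 0.332 ± 0.0323 FPKM. Among the lncRNAs that passed the FPKM filter, 4835 known and 2052 unknown, the means differed by 6.27 FPKM.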

Among the total lncRNA transcripts identified, 7401 and 2576 were known and unknown lncRNAs (Supplementary Table S2). Nevertheless, we observed that majority of lncRNAs were from the intergenic region (Supplementary Table S3). 

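The deposited annotation places the 2576 unknown lncRNAs on Galgal4 and gives each a class relative to the annotated genes. In it, 1838 (71.4%) were intergenic, 568 overlapped an exon of a gene on the opposite strand and 170 (6.60%) lay within an intron. The filter on FPKM was passed by 1463 intergenic, 438 antisense and 151 intronic lncRNAs. Of the unknown lncRNAs, 702 were on sequences not placed on a chromosome. Known lncRNAs have no class in the annotation. Among known and unknown lncRNAs together, chromosome 1 held 1391, chromosome 2 held 966 and chromosome Z held 469. Transcripts that overlap on the genome, on either strand, formed 6923 loci.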

Next, the transcript lengths, exon number, and expression level between lncRNAs and mRNAs which generated from 14 individual chicken samples were compared and graphed, as shown in Fig. 4a–c. All the lncRNAs and all the mRNAs were regarded as two groups to compare their basic characteristics. 

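The length of each lncRNA was taken from the table of counts, and the lengths of mRNAs were not analysed here. The median length of the 9977 lncRNAs was 654 nt, with quartiles of 402 and 1152 nt and a range from 201 to 20750 nt. Over 1000 nt were 30.3% of them. Known lncRNAs had a median of 651 nt and unknown lncRNAs a median of 662 nt. For each of the 2576 unknown lncRNAs the length equalled the sum of its exons in the annotation. The median was 667 nt among the lncRNAs that passed the FPKM filter, which was the only alternative tried for the length.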

The lncRNA transcript lengths were significantly shorter than those of mRNAs (Fig. 4a). 

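The number of exons could be counted for the unknown lncRNAs, and neither known lncRNAs nor mRNAs were counted here. Of the unknown lncRNAs, 1570 (60.9%) had 2 exons and 505 (19.6%) had 3 exons, together 80.6%. Another 501 (19.4%) had more than 3 exons, up to 18. The mean number was 2.84 exons.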

A majority of lncRNAs had two or three exons, whereas mRNAs contained a broad range of exon numbers from two to greater than twenty (Fig. 4b). Additionally, the average expression level detected for lncRNAs (0.74 average FPKM) is significantly lower than that of mRNA (2.2 average FPKM) (Fig. 4c). Together, these results indicated that the lncRNAs in the UVJ of long- and short-DF exhibited relatively short length, low exon numbers, and low expression level.

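Averaged over all lncRNAs of a hen, with values of 0 included, the FPKM was 3.56 ± 0.233 (SD, n = 14 hens). It was 3.46 ± 0.212 (SD, n = 7) in the long-DF hens and 3.65 ± 0.224 (SD, n = 7) in the short-DF hens, a difference within the spread between hens (exact permutation test, p = 0.112). A few abundant lncRNAs raised this mean, since the 10 highest held 21.7% of the summed FPKM. The median over lncRNAs of their mean FPKM was 0.540, and 3522 lncRNAs (35.3%) had a mean FPKM above 1. Taken as the natural logarithm of FPKM + 1, a scale chosen after the values were seen, the mean was 0.724. The expression of mRNAs was not analysed here.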

**Figure 4:**
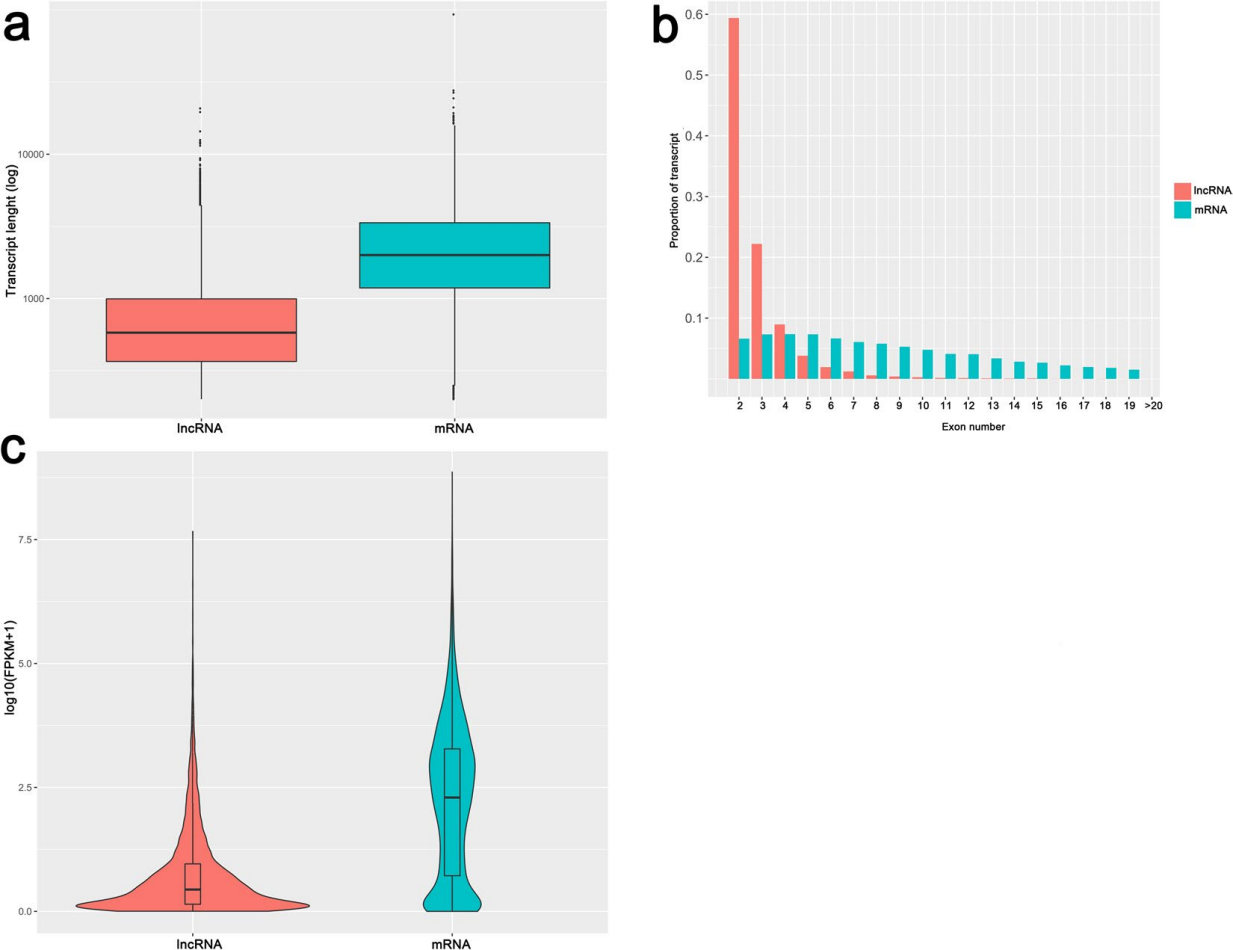
The distribution of transcript length, exon number and expression level of lncRNAs and mRNAs identified in UVJ samples of long-DF and short-DF hens. (**a**) Distribution of identified lncRNA and mRNA transcript lengths. (**b**) Distribution of exon numbers of lncRNA and mRNA transcripts. (**c**) Expression distribution of the lncRNA and mRNA transcripts.

### Differentially expressed (DE) lncRNAs

After identification of the lncRNAs, the DE-lncRNAs were further analyzed based on the criteria of differential expression analysis. In total, the expression levels of 223 lncRNAs were significantly different between the long- and short- DF groups (q value < 0.05). Among these 223 lncRNAs, 81 were up-regulated and 142 were down-regulated in the long-DF group compared with the short-DF group (Fig. 5, Supplementary Table S4). 

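Among the 6887 lncRNAs tested, 0 met the thresholds between the 7 long-DF and the 7 short-DF hens, and 0 had an adjusted p of at most 0.05 at any fold change. At an unadjusted p under 0.05 there were 146, and the smallest adjusted p was 0.995. With the FPKM filter, 2 were called by DESeq2 and by edgeR's likelihood ratio test, both chosen after seeing the data. They were NONGGAT014414.1 and an unknown lncRNA on chromosome 4 from 1963628 to 1967143. Without the filter these tests called 6 and 5. With the short-DF hen JH68 left out, 1 lncRNA was called, an unknown lncRNA of 5023 nt on chromosome 1 from 45400352 to 45405478 (adjusted p = 0.0234 in edgeR), which then had at most 1 fragment in each short-DF hen left. Its adjusted p over all alternatives ran from 0.000209 to 1. On simulated changes between 2 and 4 in size on the log2 scale in 200 lncRNAs, the same test recovered 147 and made 7 false calls. These were scored at an adjusted p of at most 0.05 alone. The biological coefficient of variation was 0.509. The smallest p among the lncRNAs higher in long-DF hens belonged to another transcript of that locus, of 3098 nt from 45400764 to 45405478. Its FPKM was 5.76 ± 6.70 (SD, n = 7) in long-DF hens and 0.0609 ± 0.161 (SD, n = 7) in short-DF hens, a log2 fold change of 6.48 (standard error 1.43, unadjusted p = 0.000406 in edgeR). This transcript had a fragment in 6 of 7 long-DF hens and in 1 of 7 short-DF hens. Its mean log2(FPKM + 0.1) was higher in the long-DF hens (exact permutation test, p = 0.00874). NONGGAT014414.1, a known lncRNA on chromosome 20, had 3 or fewer fragments in each short-DF hen and was at least 24.6-fold higher in long-DF hens (exact permutation test, p = 0.103). It had 122, 334 and 143 fragments in JH95, JF25 and JF61 and 1 in each other long-DF hen, and without JF25 the limit was 13.0-fold. Of the lncRNAs lower in long-DF hens, NONGGAT006857.2 on chromosome 4 had 3 or fewer fragments in each long-DF hen and was at least 1.59-fold lower (exact permutation test, p = 0.000583). The lncRNA on chromosome 4 from 1963628 had 0.587 ± 0.260 FPKM (SD, n = 7) in long-DF hens and 35.9 ± 48.5 (SD, n = 7) in short-DF hens. Its log2 fold change was -5.80 (standard error 1.36), and the permutation test on its values was not past 0.05 (exact permutation test, p = 0.124). In a principal component analysis, the first component held 22.1% of the variance, of which 99.3% lay between JH and JF hens and 0.107% between long- and short-DF hens. With the prefix as a covariate 0 lncRNAs were called, and 192 had an unadjusted p under 0.05. From the differences that it reports between the groups, the paper goes on to predicted target genes of the DE-lncRNAs and proposes that 8 of these lncRNAs may regulate the DF trait.

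**Figure D2:**
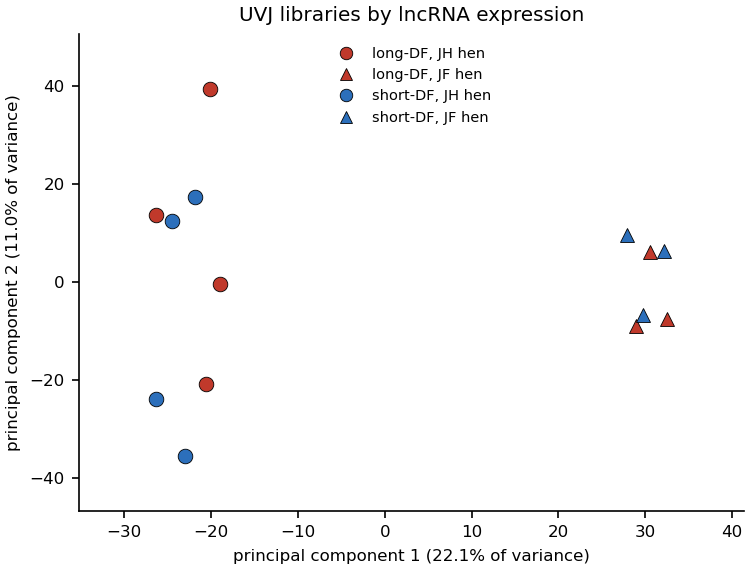
First and second principal component of the expression of the tested lncRNAs in 14 UVJ libraries; red is long-DF, blue is short-DF, circles are JH hens and triangles are JF hens. The first component (22.1% of the variance) separates the JH from the JF hens, while long- and short-DF hens lie among each other on it.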

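The comparison was repeated within each prefix. The lncRNAs called there are named after their values were seen. Among the 8 JH hens 1 lncRNA was called, with 271 at an unadjusted p under 0.05. It was NONGGAT008832.2 on chromosome 8, with 27 to 37 fragments in the 4 long-DF hens and 0 in the 4 short-DF hens, at least 10.7-fold higher (adjusted p = 0.0292 in edgeR). Among the 6 JF hens 4 lncRNAs were called, with 249 at an unadjusted p under 0.05. The lncRNA of 5023 nt on chromosome 1 from 45400352 had 405 to 526 fragments in the 3 long-DF hens and 1 in each of the 3 short-DF hens, at least 139.0-fold higher (adjusted p = 0.000214 in edgeR). The transcript of 3098 nt at the same locus had 299 to 344 fragments against 0, at least 95.3-fold higher, and NONGGAT009044.2 on chromosome 8 had 28 to 42 against 1 to 3, at least 10.9-fold higher. NONGGAT003450.2 on chromosome 19 was lower, with 10 to 16 fragments in long-DF and 92 to 129 in short-DF hens, a log2 fold change of -3.09 (adjusted p = 0.0119 in edgeR). In the short-DF JH hen JH68 the lncRNA of 5023 nt had 1049 fragments. In JF hens the log2 fold change of NONGGAT008832.2 was 0.96, with 0 to 50 fragments in long-DF and 0 to 47 in short-DF hens. In JH hens that of NONGGAT009044.2 was -0.42, opposite to JF hens, with 1 to 67 and 23 to 41 fragments. The transcripts of 5023 nt and 3098 nt and NONGGAT003450.2 kept their sign in JH hens, at 1.59, 1.88 and -0.73. A test of the difference between the prefixes in the effect of the group gave 0 lncRNAs at an adjusted p of at most 0.05, with 308 at an unadjusted p under 0.05. On simulated data this test recovered only 43 of 200 differences between 2 and 4 in size on the log2 scale, so the 0 does not show equal effects. Its adjusted p was 0.836 or higher for the lncRNAs called within a prefix. The numbers called depended on the method. Limma with a pseudocount of 0.01 called 6 lncRNAs within JH hens and 50 within JF hens. With counts summed over overlapping lncRNAs, 0 loci were called within JH hens. Within JF hens 0 were then higher and 1 lower in long-DF hens. The long-DF hen JH95, with 0 fragments on the lncRNA of 5023 nt, had 1185 on the overlapping lncRNAs of its locus. The higher values called within a prefix are thus those of single transcripts and do not show that a whole locus differs.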

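The direction of the 223 listed lncRNAs was taken from the fit without the FPKM filter. Fragments were counted on 202 of them in the 14 hens and on 21 none. In a further 35, no hen had more than 3 fragments. The FPKM filter was passed by 115. Of the 202, 137 had the published direction, and with one hen left out in turn the number was between 121 and 152. In the JH hens alone 125 of 181 had it, and in the JF hens alone 97 of 187. At an adjusted p of at most 0.05 over all lncRNAs there were 0 of the list, with 38 at an unadjusted p under 0.05. Adjusted over the list alone there were 3, NONGGAT014414.1, the lncRNA on chromosome 4 from 1963628 and that of 3098 nt on chromosome 1 from 45400764, each with an adjusted p of 0.0458 in edgeR. These 3 are named after their values were seen. Under the alternatives the number adjusted over the list alone was between 0 and 15. By the paper's account the list was chosen on these libraries, so the adjustment over it is not independent evidence.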

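The 20 lncRNAs of the paper's Table 2, 10 in each direction, were looked up in the 14 hens. For 4 of them no hen had more than 3 fragments. They were NONGGAT003930.2 and the unknown lncRNAs on chromosome 8 from 21595094, on chromosome 25 from 748264 and on chromosome 1 from 89873361. Of the other 16, 10 had the published direction in the fit and 6 the opposite one, among them that on chromosome 9 from 13281571, for which 4 fragments were the most in any hen. Among those published as up-regulated, 4 of 9 were higher in the long-DF hens, and among those published as down-regulated, 6 of 7 were lower. The fitted log2 fold changes lay between -5.06 for the lncRNA on chromosome 3 from 28585526 and 2.15 for that of 5023 nt on chromosome 1 from 45400352. An unadjusted p under 0.05 was reached by 2, the first of these and that on chromosome 9 from 14859485, and the smallest adjusted p was 0.993 in edgeR. The lowest permutation p was that of the lncRNA from 45400352 (exact permutation test, p = 0.0251). The FPKM filter was passed by 11 of the 20. The lncRNA from 14859485 had 240 fragments in the short-DF hen JH130 and at most 4 in each other hen. Its log2 fold change was -4.74 (standard error 1.47) with all hens and -0.48 without JH130.

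**Figure D3:**
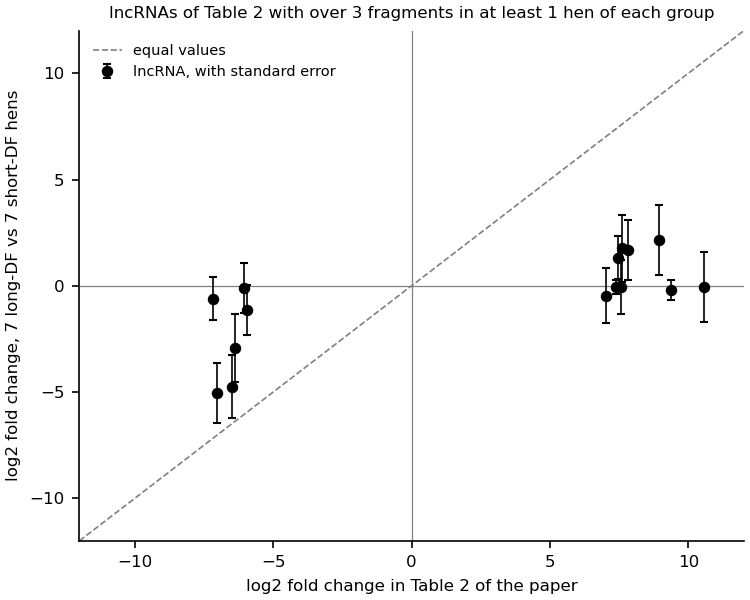
Log2 fold change of long-DF against short-DF hens from the 14 libraries, with its standard error (vertical), against the paper's log2 fold change in Table 2 (horizontal), for the lncRNAs with over 3 fragments in at least 1 hen of each group; the dashed line marks equal values. The fitted values lie between -5.06 and 2.15.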

The top 10 up-regulated and down-regulated lncRNAs in the long- DF hens were listed in Table 2. Among the downregulated ones, 85 lncRNAs were located in the intergenic region, 16 lncRNAs in bidirectional, 4 lncRNAs in introns (2 intronic-antisense and 2 intronic-sense) and 37 lncRNAs in exons (34 exonic-antisense and 3 exonic-sense). For the upregulated ones, 55 lncRNAs were mapped in intergenic position, 6 lncRNAs in bidirectional, 15 lncRNAs in exons (12 exonic-antisense and 3 exonic-sense), and 5 lncRNAs in introns (intronic-antisense) (Supplementary Table S4).

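The published position of the listed lncRNAs was set beside the class in the deposited annotation, which covers the unknown lncRNAs. Of the 223 lncRNAs 141 were unknown, with 100 of the intergenic class, 32 antisense to an exon and 9 intronic. Of the 43 unknown up-regulated lncRNAs published as intergenic, 37 were of the intergenic class, 5 of the antisense class and 1 of the intronic class. Of the 56 unknown down-regulated ones published as intergenic, 53 were of the intergenic class, 2 antisense and 1 intronic. Those published as exonic-antisense were of the antisense class in 6 of 6 up-regulated and in 19 of 19 down-regulated unknown lncRNAs.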

**Figure 5:**
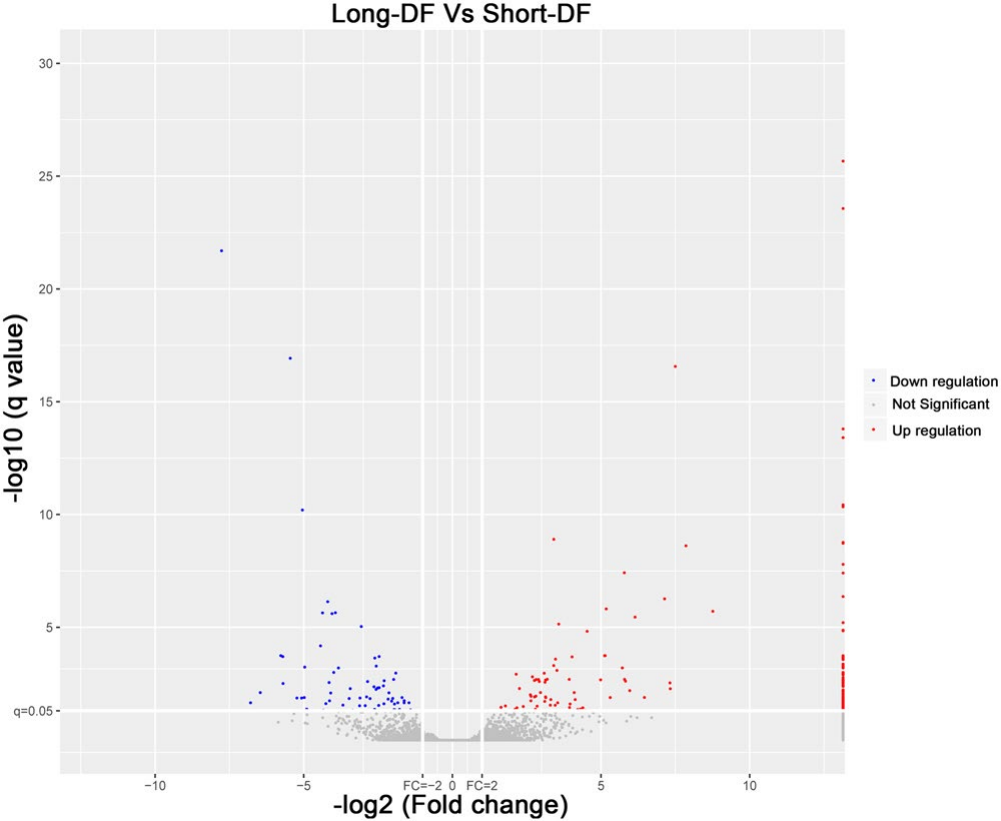
The differentially expressed (DE) lncRNAs between the long- and short-DF hens. The red and blue dots represent up- and down-regulated lncRNAs respectively. The grey dots represent the lncRNAs without significant differential expression.

**Table 2:** List of top differentially expressed lncRNAs in the long-DF hens identified in the UVJ transcriptome (FDR-corrected P-value < 0.05).

DE-lncRNA ID	lncRNA type	length	log2FC	P value	Q value	Regulation type
MSTRG.2982.4	intergenic	4713	10.55	0.000148	0.032464	UP
MSTRG.11712.1	exonic_antisense	460	9.38	1.7E-06	0.003118	UP
MSTRG.838.2	intergenic	5023	8.95	3.75E-31	1.65E-27	UP
MSTRG.10030.1	intergenic	2695	7.83	1.13E-06	0.000708	UP
MSTRG.1096.2	intergenic	1362	7.59	3.58E-05	0.006568	UP
MSTRG.29422.1	exonic_antisense	5615	7.56	1.79E-20	2.72E-17	UP
MSTRG.7526.1	intronic_antisense	911	7.45	7E-08	4.19E-05	UP
MSTRG.22548.1	intergenic	237	7.39	1.77E-06	0.003118	UP
MSTRG.5381.1	exonic_antisense	344	7.39	1.77E-06	0.003118	UP
MSTRG.6385.5	intergenic	2632	7.01	7.13E-07	0.000305	UP
NONGGAT009046.2	intergenic	2442	−5.93	3.4E-11	4.99E-08	DOWN
MSTRG.26352.3	intergenic	901	−6.04	3.61E-05	0.012891	DOWN
MSTRG.15771.3	intergenic	7399	−6.37	0.000107	0.027697	DOWN
MSTRG.23181.9	exonic_antisense	1229	−6.43	0.000306	0.027473	DOWN
MSTRG.23244.2	intergenic	7559	−6.47	9.55E-05	0.038805	DOWN
MSTRG.15070.6	intergenic	3272	−7.03	2.08E-13	6.09E-10	DOWN
MSTRG.17455.2	intergenic	1861	−7.17	0.00018	0.019517	DOWN
MSTRG.13256.1	intergenic	210	−7.60	8.93E-06	0.011233	DOWN
NONGGAT003930.2	exonic_antisense	1735	−7.64	1.8E-08	1.35E-05	DOWN
MSTRG.2059.3	intergenic	6585	−11.49	1.16E-21	1.04E-17	DOWN

### DE-lncRNAs target genes and Gene Ontology (GO)

To further investigate the potential biological functions and regulatory relationship label between DE-lncRNAs and target genes, target genes of the DE-lncRNAs were predicted with the Pearson correlation coefficient (PCC) method. 

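The 8 lncRNAs are all unknown lncRNAs, and each lies on its own chromosome or unplaced sequence of Galgal4, by which it is named here in the order of the paper. Those named first are on chromosomes 6, 4 and 9 and on the unplaced sequence JH375827.1. The others are on chromosomes 3 and 1, on the unplaced sequence AADN03014192.1 and on chromosome 18. The FPKM filter was passed by 3 of them, those on JH375827.1 and on chromosomes 1 and 18. Between the 7 long-DF and the 7 short-DF hens 0 of the 8 had an exact permutation p under 0.05. An unadjusted p under 0.05 in edgeR was reached by 1, that on chromosome 9, which was counted in a single hen.

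**Figure D4:**
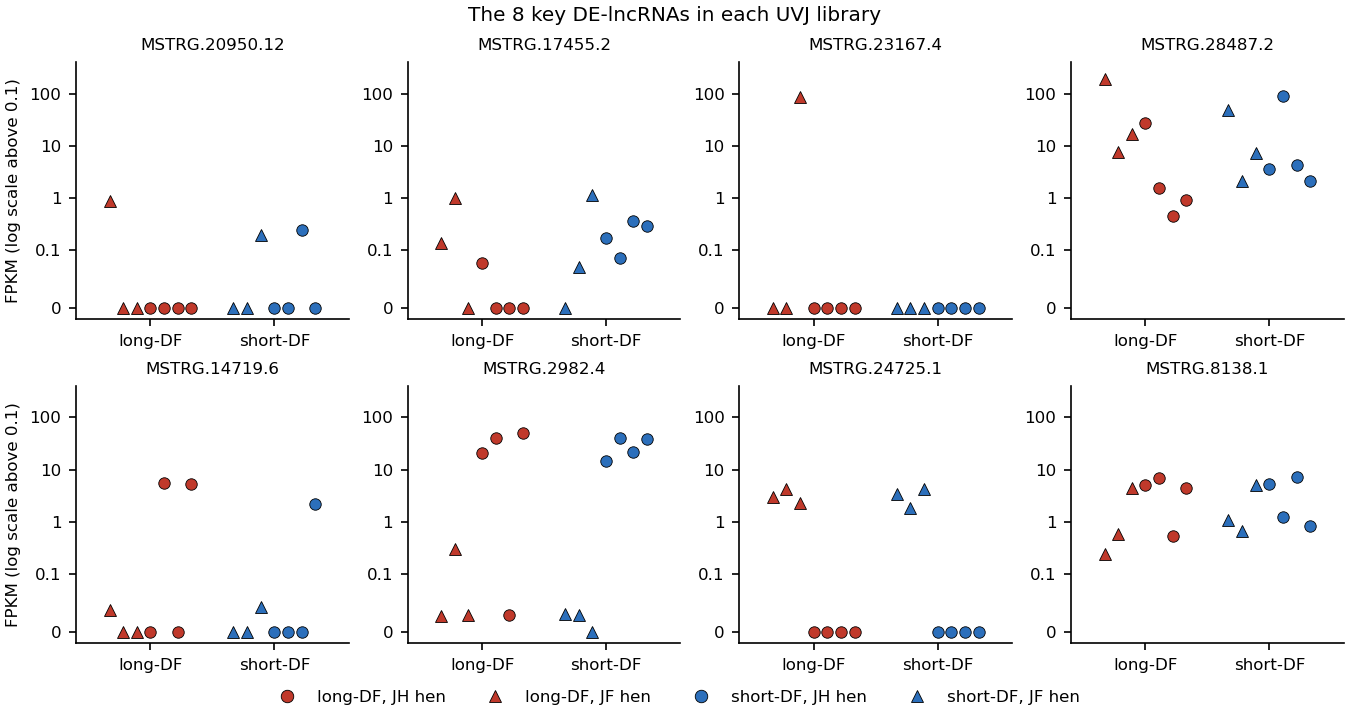
FPKM of the 8 lncRNAs in each UVJ library, on a scale that is logarithmic above 0.1 and linear below, in the order of the chromosomes 6, 4, 9, JH375827.1 (upper row), 3, 1, AADN03014192.1 and 18 (lower row); red is long-DF, blue is short-DF, circles are JH hens, triangles are JF hens and each point is 1 hen. The lncRNA on AADN03014192.1 is 0 in all 8 JH hens and that on chromosome 9 is above 0 in 1 hen.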

Considering PCC > 0.9, and p-value < 0.05, eight DE-lncRNAs between long- and short-DF hens (5 downregulated and 3 upregulated ones) were identified and targeted more than 200 genes. The regulatory network of 8 DE-lncRNAs consisted 200 genes and 530 regulatory relationships (Supplementary Table S5). These results demonstrate a strong regulatory relationship between the 8 DE-lncRNAs and targets in DF trait regulation (Fig. 6). 

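Supplementary Table S5 of the paper lists 529 pairs of a lncRNA and a gene, with 197 genes. Each listed p corresponds to its listed r at 6 libraries, and 72 of the r are negative. The genes' expression was not analysed here. Between the 8 lncRNAs themselves 28 pairs were computed on FPKM in the 8 JH hens and in the 6 JF hens apart, because JH and JF hens form separate clusters. In the JH hens 15 pairs had a value, and 0 had an unadjusted or adjusted p under 0.05 (exact permutation test, smallest adjusted p = 0.893). In the JF hens 28 pairs had a value, and again 0 had an unadjusted or adjusted p under 0.05 (exact permutation test, smallest adjusted p = 0.938). Of these pairs 5 in the JH and 7 in the JF hens could not reach an unadjusted p under 0.05 in any ordering, since 1 of their lncRNAs was counted in a single hen. An absolute r above 0.9 was reached in the JF hens by 1 pair, the lncRNAs on chromosome 6 and on JH375827.1, chosen after its value was seen. Its r was 0.934 (n = 6, exact permutation test, p = 0.133) and Spearman's rho was 0.338 (exact permutation test, p = 0.533). Without the hens JF25 and JF56, which lie farthest from the median, the lncRNA on chromosome 6 is 0 in each hen left and r has no value, so the relation rests on those hens.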

Among the 8 DE-lncRNAs, downregulated *MSTRG.20950.12*, *MSTRG.17455.2*, *MSTRG.23167.4*, and MSTRG.28487.2 targeted the majority of genes, such as *SOX2*, *FAM20C*, *EVPL*, *PHGDH*, and *PRPS2*. 

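The first of these lncRNAs lies on chromosome 6 from 29256201 to 29275958, has 2 exons and is intergenic. It had 5 fragments in the long-DF hen JF25, 1 in the short-DF hens JH49 and JF56 and 0 in the others. The next, on chromosome 4 from 28448476 to 28485597 with 4 exons, was counted in 3 of 7 long-DF and 6 of 7 short-DF hens, with at most 16 fragments in the long-DF hen JF61 and 15 in the short-DF hen JF56. Its FPKM was 0.172 ± 0.366 (SD, n = 7) in long-DF and 0.302 ± 0.390 (SD, n = 7) in short-DF hens (exact permutation test, p = 0.275). The lncRNA on chromosome 9 from 13427009 to 13428094 is antisense to CLDN1. It had 626 fragments, or 86.3 FPKM, in the long-DF hen JF64 and 0 in each other hen. In counts summed over overlapping lncRNAs, JF64 did not stand apart from the other long-DF hens. The lncRNA on the unplaced sequence JH375827.1, from 149 to 1257, was counted in all 14 hens. Its FPKM was 35.6 ± 70.7 (SD, n = 7) in long-DF and 22.9 ± 34.8 (SD, n = 7) in short-DF hens (exact permutation test, p = 0.839). On the tested scale, log2(FPKM + 0.1), the long-DF mean of this lncRNA was the lower one. Its highest counts were 486 fragments in the long-DF hen JF25 and 180 in the short-DF hen JH130.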

Upregulated *MSTRG.14719.6* targeted set of genes encoding small nucleolar RNAs, C/D box (SNORD) and small nucleolar RNAs, H/ACA box (SNORA), such as *SNORD38*, *SNORD14*, *SNORA32*, *SNORA77*, *SNORA66*, *SNORA55*, and *SNORA14*. 

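This lncRNA lies on chromosome 3 from 13541751 to 13587712, has 2 exons and overlaps an exon on the opposite strand. Its fragments were 112 in the long-DF hen JH14, 122 in the long-DF hen JH95 and 55 in the short-DF hen JH68, and no other hen had more than 1. Its FPKM was 1.54 ± 2.61 (SD, n = 7) in long-DF and 0.318 ± 0.822 (SD, n = 7) in short-DF hens (exact permutation test, p = 0.388). The fitted log2 fold change was 2.21 (standard error 1.61). Without the hen JH68, no short-DF hen had more than 1 fragment. In the JF hens each group had a single fragment.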

MSTRG.8138.1 regulated genes like *CYP51A1* and *17.5*. 

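This lncRNA, with 2 exons, lies on chromosome 18 from 4936949 to 4938607. Its FPKM was 3.18 ± 2.67 (SD, n = 7) in long-DF and 3.06 ± 2.73 (SD, n = 7) in short-DF hens, a difference far within the spread between hens (exact permutation test, p = 0.872). On the tested scale, log2(FPKM + 0.1), the long-DF mean of this lncRNA was the lower one. Fragments were counted in all 14 hens, 3 to 67 in long-DF and 8 to 68 in short-DF hens.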

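Of the 8 lncRNAs, that on chromosome 1 lies from 140700907 to 140714981 and has 2 exons. Its FPKM was 15.8 ± 21.3 (SD, n = 7) in long-DF and 16.6 ± 17.9 (SD, n = 7) in short-DF hens (exact permutation test, p = 0.924). Fragments were counted mainly in JH hens, with 28.2 ± 16.6 FPKM (SD, n = 8) there and 0.0679 ± 0.111 (SD, n = 6) in JF hens. The log2 fold change of JH against JF hens was 8.50 (adjusted p = 0.000743 in edgeR). The lncRNA on the unplaced sequence AADN03014192.1, from 46 to 983, had no fragment in any JH hen and 3.19 ± 1.04 FPKM (SD, n = 6) in JF hens. It had 1.37 ± 1.81 FPKM (SD, n = 7) in long-DF and 1.36 ± 1.85 (SD, n = 7) in short-DF hens (exact permutation test, p = 1), and its fitted log2 fold change between these groups was 0.10 (standard error 1.06).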

MSTRG.2982.4 also negatively targeted genes such as *IFIT5*, and MSTRG.24725.1 positively regulate genes like HMGI-C (Supplementary Table S5). The most represented target gene (*SOX2*) of *MSTRG.20950.12*, *MSTRG.17455.2*, *MSTRG.23167.4*, *MSTRG.28487.2*, *MSTRG.14719.6*, *MSTRG.2982.4*, *MSTRG.24725.1* and *MSTRG.8138.1* were enriched in biological function such as reproductive structure development, reproductive system development, positive regulation of cell differentiation, and response to growth factor (Fig. 7a, Supplementary Table S6). In addition, the target genes of downregulated lncRNA (*MSTRG.20950.12*) such as *CTR9* and *DDIAS* were enriched in the GO functions like response to cytokine, positive regulation of MAPK cascade, chromatin, and developmental process involved in reproduction (Supplementary Table S6). Furthermore, according to pathway enrichment analyses, the target genes of *MSTRG.8138.1* (e.g., *BRAF*, and *PRKAA2*) were significantly enriched in the KEGG functions like mTOR signaling pathway (Fig. 7b, Supplementary Table S7). Together these results showed that these 8 key DE-lncRNAs may regulate DF trait, UVJ formation, and reproductive processes through their potential targets (Table 3).

**Figure 6:**
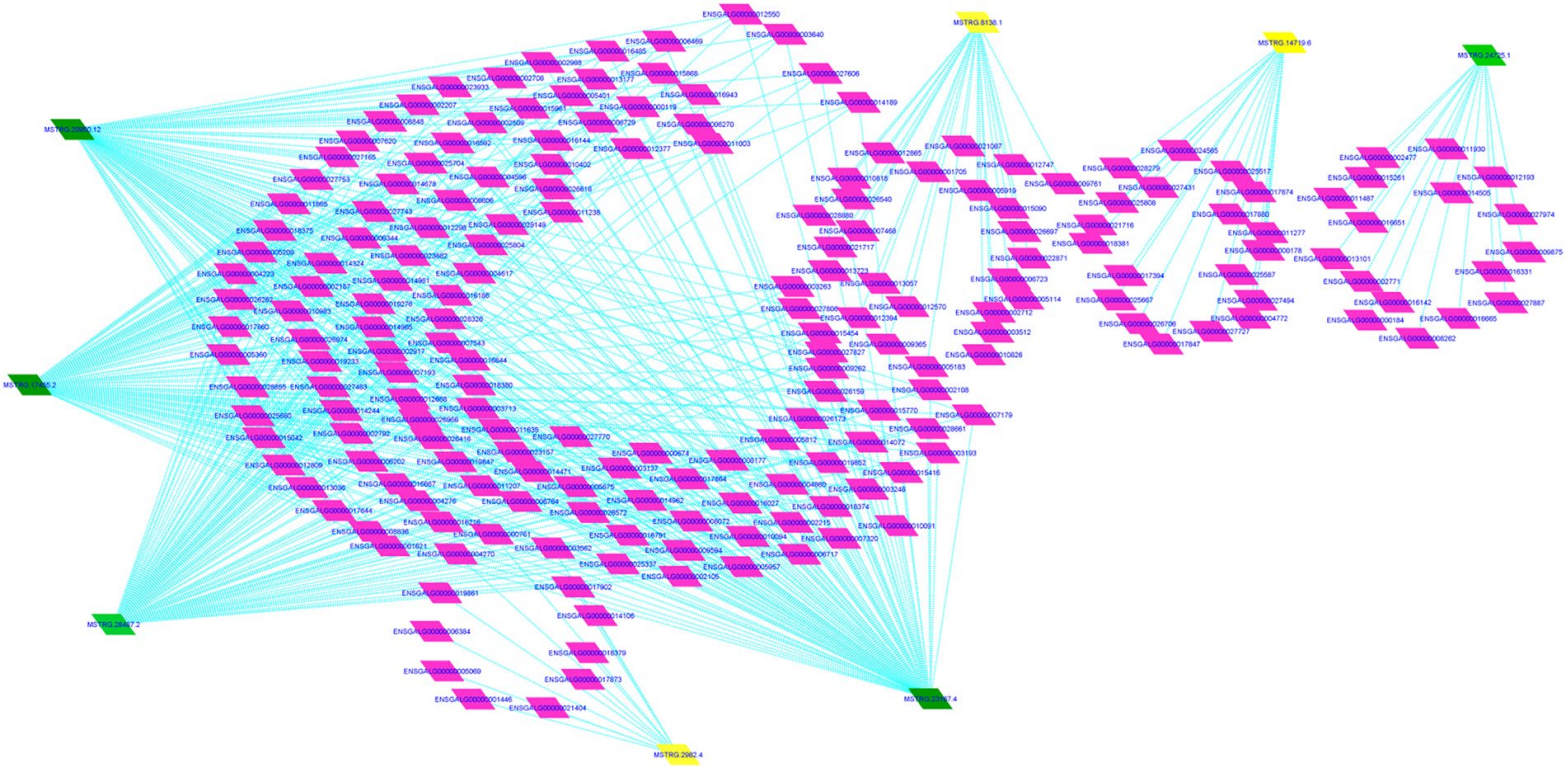
The regulatory network of the 8 differentially expressed lncRNAs involved in regulating the duration of fertility trait in egg-laying hens was constructed. Yellow and green nodes represent upregulated and downregulated lncRNAs in the long-DF group respectively. Pink nodes represent the predicted lncRNA target genes. Lines represent the regulatory relationships between lncRNAs and their potential target genes.

**Figure 7:**
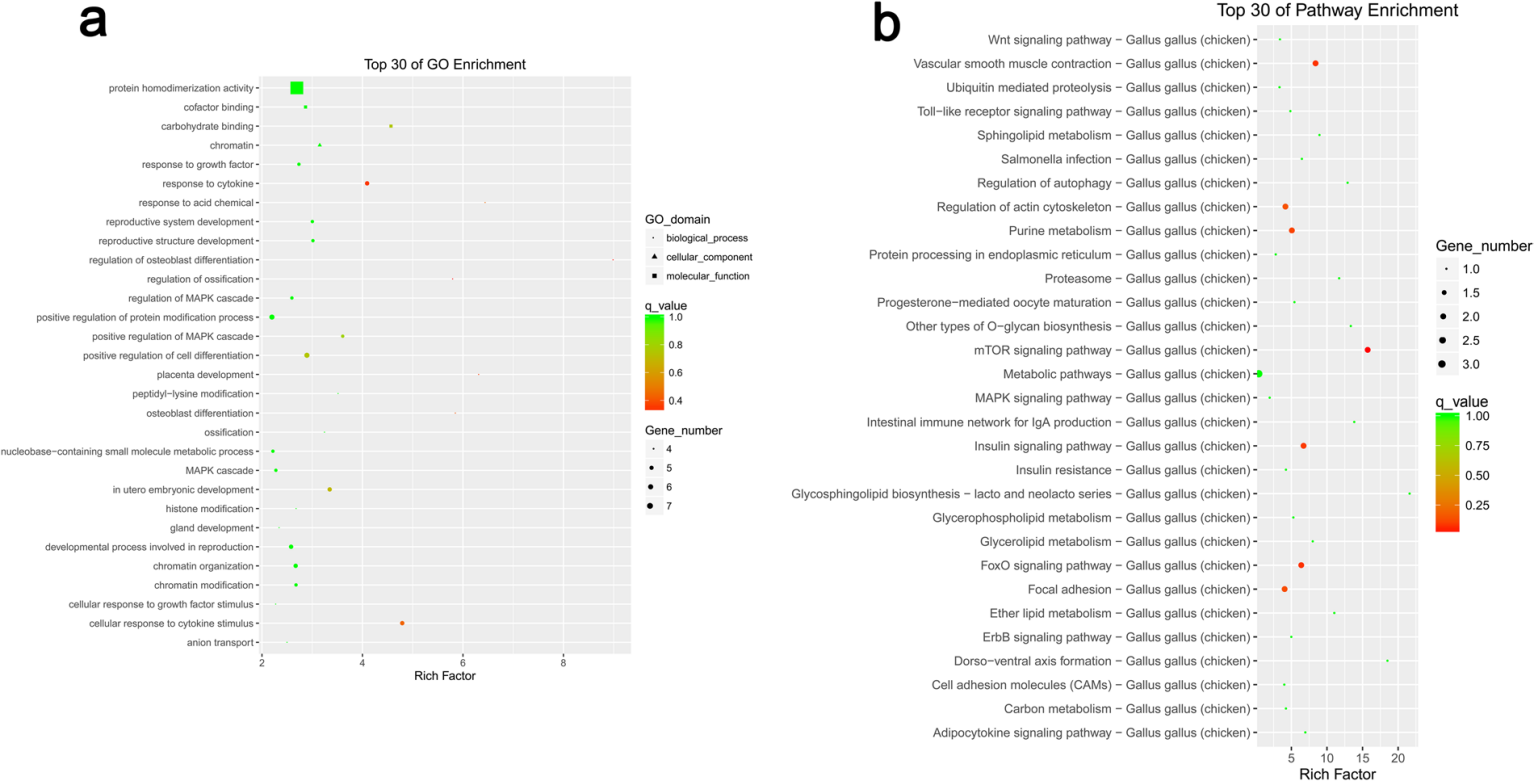
The 30 most enriched functional classifications of DE-lncRNAs target genes between long and short-DF hens. (**a**) The Gene Ontology (GO) of the DE-lncRNAs target genes. The ontology covers three categories: Biological Process, Cellular Component, and Molecular Function. (**b**) The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway regulated by DE-lncRNAs target genes of long and short-DF hens.

**Table 3:** Summary of the eight key differentially expressed long non-coding RNA (lncRNA) associated with duration of fertility trait in the egg-laying hens.

The bold genes are the overlapped lncRNA targets in the GO and KEGG pathways.			
DE-LncRNA	Category	Function	Targets
MSTRG.23167.4	MF	Identical protein binding	AADAT, TOX3, VWF, CEBPB, HNF1A, SHMT1,**CLDN1**, ACPP
MSTRG.28487.2, MSTRG.17455.2, MSTRG.8138.1, MSTRG.2982.4	BP	Response to growth factor	**SOX2**, NOS1, **FAM20C**, BMPER, NPNT
MSTRG.28487.2, MSTRG.8138.1	BP	Reproductive system development	**SOX2**, BIRC6, HNF1A,VWF, CEBPB,
MSTRG.14719.6, MSTRG.28487.2, MSTRG.17455.2, MSTRG.8138.1, MSTRG.2982.4	BP	Positive regulation of cell differentiation	**SOX2**, BNIP2, ZNF335, **FAM20C**, CEBPB, NPNT, **PLCB1**
MSTRG.20950.12, MSTRG.14719.6, MSTRG.24725.1	BP	Cellular response to cytokine stimulus	**CTR9, PLCB1, DDIAS**, NPNT, PID1, FASN
MSTRG.24725.1, MSTRG.28487.2, MSTRG.8138.1	BP	Developmental process involved in reproduction	VWF, CEBPB, BIRC6, HNF1A, **DDIAS, SOX2**,
MSTRG.28487.2, MSTRG.17455.2, MSTRG.8138.1, MSTRG.2982.4	BP	Regulation of osteoblast differentiation	NPNT, CEBPB, **SOX2**, **FAM20C**,
MSTRG.28487.2, MSTRG.8138.1	BP	Response to acid chemical	LGMN, **SOX2**, PID1,CEBPB
MSTRG.28487.2, MSTRG.17455.2, MSTRG.8138.1, MSTRG.2982.4	BP	Osteoblast differentiation	**FAM20C**, **SOX2**, NPNT,CEBPB
MSTRG.8138.1	MF	Carbohydrate-binding	**17.5**, CD93
MSTRG.20950.12, MSTRG.14719.6, MSTRG.24725.1	BP	Response to cytokine	**CTR9**, FASN, NPNT, PID1, **DDIAS, PLCB1**
MSTRG.14719.6, MSTRG.14719.6, MSTRG.28487.2, MSTRG.8138.1	BP	Positive regulation of MAPK cascade	**PLCB1**, NPNT, BMPER, BNIP2, **SOX2**
MSTRG.20950.12	BP	Peptidyl-lysine modification	NOS1,YEATS2, ZNF335, **CTR9**
MSTRG.20950.12, MSTRG.14719.6	CC	Chromatin	**CTR9**, CEBPB, **PLCB1**, H3F3B
MSTRG.20950.12	BP	Chromatin organization	ZNF335, **CTR9**, H3F3B,YEATS2, NOS1, HNF1A
MSTRG.20950.12	BP	Chromatin modification	HNF1A, NOS1,**CTR9**, ZNF335,YEATS2
MSTRG.20950.12	BP	Histone modification	YEATS2, NOS1,**CTR9**, ZNF335
MSTRG.14719.6, MSTRG.24725.1, MSTRG.28487.2, MSTRG.8138.1	BP	Regulation of MAPK cascade	BNIP2, **SOX2**, BMPER, NPNT, **PLCB1**
MSTRG.14719.6, MSTRG.24725.1, MSTRG.28487.2, MSTRG.8138.1	BP	MAPK cascade	BMPER, NPNT, **PLCB1, SOX2**, BNIP2
MSTRG.14719.6, MSTRG.24725.1, MSTRG.28487.2, MSTRG.8138.1	BP	Positive regulation of protein modification process	NOS1, **SOX2**, BNIP2, NPNT, **PLCB1**, **CTR9**, BMPER
MSTRG.14719.6, MSTRG.24725.1, MSTRG.28487.2, MSTRG.8138.1	BP	Regulation of cell cycle	PID1, E2F5, **PLCB1, DDIAS**, BIRC6, **SOX2**
MSTRG.28487.2, MSTRG.17455.2, MSTRG.8138.1, MSTRG.2982.4	BP	Ossification	NPNT, CEBPB, **FAM20C**, **SOX2**
MSTRG.8138.1	KEGG	mTOR signaling pathway	**PRKAA2, BRAF**

### Validation of DE-lncRNAs and target genes by qPCR

A total of 4 DE-lncRNAs and 5 target genes were selected and validated by qPCR including two downregulated lncRNAs (*MSTRG.28487.2*, and *MSTRG.17455.2*), two upregulated lncRNAs (*MSTRG.8138.1* and *MSTRG.2982.4*) and five target genes (*SOX2*, *FAM20C*, *PLCB1*, *BRAF* and *PRKAA2*) between the long and short- DF hens. 

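In the 14 sequenced libraries the log2 fold change of long-DF against short-DF hens was 0.72 for the lncRNA on JH375827.1 (standard error 1.22, adjusted p = 0.993 in edgeR). It was -1.65 in the JH hens and 1.92 in the JF hens, and -1.25 in all hens without the long-DF hen JF25. For the lncRNA on chromosome 4 from 28448476 it was -0.60 (standard error 1.01). In the JF hens it was 0.02, and with the short-DF hen JF56 left out of the 14 it was 0.32. With the long-DF hen JF61 left out it was -2.70. That value depends on the model, since no long-DF hen left had more than 2 fragments. In the JH hens, where no long-DF hen had more than 1 fragment and no short-DF hen more than 4, the difference in mean log2(FPKM + 0.1) was -1.41 (exact permutation test, p = 0.0286, the smallest possible with 4 hens per group). The qPCR measurements were made on other hens and were not analysed here.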

Among the selected genes, downregulated *MSTRG.28487.2* and *MSTRG.17455.2* expression fold change by qPCR were similar to the expression fold change obtained from the RNA-Seq (Fig. 8a,b). Similarly, upregulated *MSTRG.8138.1* and *MSTRG.2982.4* also appeared to be expressed at the same level when compared with the RNA-Seq data (Fig. 8c,d). Together, these data indicated that there was a strong agreement between the qPCR and RNA sequenced data. 

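For the first of these, on chromosome 18, the log2 fold change of long-DF against short-DF hens in the sequenced libraries was 0.10 (standard error 0.73). It was 0.26 in the JH hens, -0.25 in the JF hens and between -0.12 and 0.42 with one hen left out in turn. For the other, on chromosome 1 from 140700907, the log2 fold change was -0.05 (standard error 1.63). In the JH hens it was -0.06. In the JF hens the long-DF hen JF61 had 12 fragments and no other hen more than 1. Leaving out one hen in turn gave values from -0.73 to 0.37.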

We found that target genes (*SOX2*, *PLCB1*, and *FAM20C*) were highly expressed in long-DF hens compared with the short-DF hens (Fig. 8e–g). High expression of *BRAF* and *PRKAA2* were also detected in the short-DF hens compared with the long-DF hens (Fig. 8h,i). According to these findings, long- and short-DF hens significantly differed at P < 0.01 and P < 0.05 levels based on assuming unequal variances Student’s t-test.

**Figure 8:**
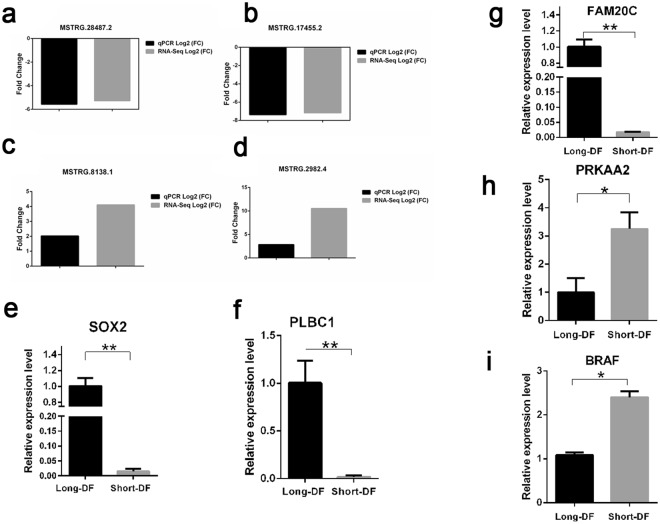
Validation of differentially expressed lncRNAs by qPCR. (**a**,**b**) Fold change expression of down-regulated lncRNAs in long DF hens compared with the short DF hens; (**c**,**d**) Fold change expression of up-regulated lncRNAs in long DF hens compared with short DF hens. Data are reported for three technical replicates in all biological samples. (**e**–**i**) The expression levels of lncRNA target genes between long and short DF hens. Each histogram represents the level of the target gene relative expression level. Error bars indicate standard error of the mean (SEM). Asterisks symbolized P-value significance *p ≤ 0.05, and **p ≤ 0.01, based on assuming unequal variances Student’s t-test.

## Discussion

Duration of fertility (DF) trait is a vital factor in poultry production. In the current study, the estimated DF-trait for the two composite characteristics (DN and FN) was approximately (18.71 ± 0.49; 7.14 ± 1.57) and (17.43 ± 0.53; 7.43 ± 1.40) in the long- and short-DF hens respectively (Table 1). During the reproductive phase, there was a significant difference in the DF traits between the two groups (Supplementary Table S8). In addition, a different morphological change was observed in their respective UVJ samples. Numerous SSTs were embedded in the long-DF groups compared with the short-DF, indicating that the mechanism regulating prolonged DF could be mostly due to the observed SST as revealed in the previous work conducted in broiler and turkey hens^30^. Several studies associated with period of fertility of egg-laying hens have been reported^31,32^. However, the molecular mechanisms underlying prolonged-DF remain obscure.

During the reproductive season, we compared the lncRNA expression profiles in the long-DF hens with those of short-DF hens and identified a set of lncRNA genes associated with DF trait (Supplementary Table S2). In agreement with previous reports^28^, lncRNAs shared similar features, such as shorter in length, lower in exon number, and lower expression level than protein-coding transcripts. A total of 223 lncRNAs were differentially expressed (DE), of these, 81 lncRNAs were upregulated and 142 lncRNAs were downregulated in the long-DF groups, indicating that the majority of the DE-lncRNAs were downregulated throughout the reproductive phase. We anticipate that some of these DE-lncRNAs might play key roles in prolonging the DF in hens as shown in other studies^19,33^.

The DE-lncRNA-target prediction and functional interaction network revealed eight key DE-lncRNAs related to long-DF hens, including *MSTRG.20950.12*, *MSTRG.17455.2*, *MSTRG.23167.4*, *MSTRG.28487.2*, *MSTRG.14719.6*, *MSTRG.2982.4*, *MSTRG.24725.1*, and *MSTRG.8138.1* (Supplementary Table S5). Many of the long-DF-enriched target genes were categorized into identical protein binding, response to growth factor, reproductive system development, positive regulation of cell differentiation, cellular response to cytokine stimulus, developmental process involved in reproduction, regulation of osteoblast differentiation, response to acid chemical, osteoblast differentiation, carbohydrate binding, response to cytokine, positive regulation of MAPK cascade, peptidyl-lysine modification, chromatin, chromatin organization, chromatin modification, histone modification, regulation of MAPK cascade, MAPK cascade, positive regulation of protein modification process, regulation of cell cycle, and ossification.

A total of nine overlapped targets were potentially associated with long-DF hens (Table 3). These included *CLDN1*, *SOX2*, *FAM20C*, *PLCB1*, *CTR9*, *DDIAS*, *17.5*, *PRKAA2*, and *BRAF*. For instance, *SOX2* was expressed at high levels in the long-DF hens compared with the short-DF hens. *SOX2* is a member of the sex-determining region (SRY-related) having analogous HMG domains for DNA binding and is highly involved in regulation of cell differentiation^34,35^. *SOX2* expression patterns in early chicken embryos, consistently mark neural primordial cells at various stages of development^36^. Mutations in *SOX2* have previously been associated with male genital tract abnormalities^37^. Another interesting gene, named family with sequence similarity 20, member C (*FAM20C*), was also highly expressed in the long-DF hens. *FAM20C* is a physiological Golgi casein kinase that phosphorylates multiple secreted proteins^38^. The molecular activity of *FAM20C* has been implicated in mammalian reproduction^39^. In this study, the observation of significant high expression of *FAM20C* implied that it may contribute to the DF regulation of long-DF hens. The immunological response in the UVJ of mated hens requires up-regulated phospholipase C eta 1 (*PLCH1*), an immune-modulatory gene in the previous studies^40^. Likewise in our data, the high expression level of phospholipase C beta 1 (*PLCB1*) was observed in the long-DF hens which suggest that *PLCB1* has a potential role in DF regulation^41^.

One important signaling pathway associated with DF trait is mTOR signaling pathway and the target genes involved were over-represented in KEGG database, including mTOR signaling pathway, Vascular smooth muscle contraction, insulin signaling pathway, FoxO signaling pathway, Regulation of actin cytoskeleton, and Focal adhesion pathway (Supplementary Table S7). The elevated expression of *BRAF* and *PRKAA2* genes via mTOR signaling pathway was seen in the short-DF hens. The mTOR signaling pathways are critical regulators of ovarian function including quiescence, activation, and survival of primordial follicles (PFs), granulosa cell (GC), proliferation and differentiation, and meiotic maturation of oocytes^42^. mTOR signaling pathway has been implicated in fertile egg production and female fertility in mice^43^, suggesting that *BRAF* and *PRKAA2* genes via mTOR signaling pathways may be involved in regulating the DF trait.

In the lncRNA-target regulatory network, several set of genes encoding small nucleolar RNAs, such as *SNORD38*, *SNORD14*, *SNORA32*, *SNORA77*, *SNORA66*, *SNORA55*, and *SNORA14* also exhibited a strong correlation with the upregulated *MSTRG.14719.6*, suggesting the important role of *MSTRG.14719.6* in the post-transcriptional modification of ribosomal RNAs (rRNAs) which are essential for sperm viability and male fertility^44,45^. Additional studies are needed to determine the precise function of this small nucleolar RNAs in the DF regulation.

Furthermore, in the regulatory network, *MSTRG.2982.4* and *MSTRG.24725.1* targeted cytokines related genes such as Mx (Interferon-induced GTP-binding protein Mx) and IFIT5 respectively. Previous studies have that ovarian functions are regulated by cytokines^46–48^, we speculate *MSTRG.2982.4* and *MSTRG.24725.1* may participate in prolonging the DF, likely via their potential target genes. *MSTRG.8138.1* regulated lectin-like proteins (17.5). It has been reported that the sperm-oocyte binding in the mouse occurred as a result of the existence of lectin-like proteins on the sperm plasma membrane which binds to zona pellucida glycoproteins^49^. *MSTRG.8138.1* also played an important role in gene-gene networks that are involved in reproductive system development and positive regulation of cell differentiation, suggesting the crucial roles of *MSTRG.8138.1* in DF regulation. The enrichment of *MSTRG.20950.12* target in cellular response to cytokine stimulus indicates that it may contribute to the immune function within the oviduct of hens during reproductive seasons^50,51^. In addition to these genes, several genes interacted with another in the gene pathways. Of those, 20 additional genes were found to have functions for DF trait regulation, such as *AADAT*, *TOX3*, *VWF*, *CEBPB*, *SHMT1*, *ACPP*, *NOS1*, *BMPER*, *NPNT*, *BNIP2*, *ZNF335*, *BIRC6*, *HNF1A*, *PID1*, *FASN*, *LGMN*, *CD93*, *YEATS2*, *H3F3B*, and *E2F5*.

## Conclusions

In summary, based on the RNA-Seq and bioinformatics analysis results, a list of DE-lncRNAs related to the cellular response to cytokine, reproductive structure development, regulation of protein modification, carbohydrate binding, co-factor binding, chromatin organization and modification, response to growth factors, cytokine stimulus and immune pathways were identified in the UVJ of long and short-DF hens. Eight key DE-lncRNAs were identified to have the most probable role in prolonging the DF in egg-laying hens, thus, they are novel lncRNAs that are related to DF in hens. These results provided the starting point for studies aimed at understanding the molecular mechanism of the DF trait in egg-type chickens.

## Material and Methods

### Egg-laying hens

A total of 304 egg-type chickens obtained from the poultry farm of Huadu Yukou Poultry Industry Co. Ltd, Beijing, China were raised in individual cages, kept in identical light/dark cycles and fed standard diets ad libitum from 25 weeks until the end of the experiment aiming at study their duration of fertility. All hens were artificially inseminated once with 2 × 10^8^ pooled sperms ejaculates collected from viable rooster flocks. Eggs were collected and marked daily from day 2–20 after artificial insemination, all experiment was executed in three replicates and lasted 60 days. The number of egg per hen over the period was recorded and the fertilized eggs were examined by candling on day 10 of incubation (dead embryos were considered as fertile). DF trait was expressed in terms of DN (the number of days post-insemination until last fertile egg) and FN (the number of fertile eggs after a single AI) and hens with DN or FN traits ≥ 18 were selected, coded as long and DN or FN < 10 as short-DF groups^52–55^. Seven long-DF and seven short-DF hens were selected for sampling UVJ. All selected hens were anesthetized with sodium pentobarbital (20 mg/kg) administered intraperitoneally, and the narrow band known as UVJ located at the cranial anterior end of the vagina were used as a sample for RNA collection^29^. In other to characterize the UVJ structure of long- and short-DF hens. The sample size for tissues analysis was four UVJs selected from 4 different individuals of long- and short-DF groups respectively. The UVJ samples were formalin-fixed for 48 h and paraffin-embedded. The 100 μ m of the tissues sectioned were stained with hematoxylin and counterstained with eosin (hematoxylin for 1 min and 1% eosin for 10 sec) for observation under a light microscope (OLYMPUS; TH4-200; Tokyo, Japan).

### RNA isolation and sequencing procedures

Total RNA was isolated from the UVJ of seven long-DF and seven short-DF hens using the RNeasy mini kit (Qiagen, Germany). The quality and concentration of RNA were analyzed by NanoDrop ND2000 (Thermo Fisher Scientific, Waltham, MA, USA) spectrophotometer and gel electrophoresis. Fourteen cDNA libraries were constructed using the TruSeq® Stranded Total RNA Sample Preparation kit (Illumina, USA). The library construction was performed by a commercial company (Shanghai Biotechnology Corporation (SBC), China. The datasets (14 files) supporting the conclusions of this article is available in the Gene Expression Omnibus (GEO) database NCBI under the accession number GSE101163 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE101163).

### Transcriptome analysis for lncRNA data

Mapping of all clean reads was carried on the chicken reference genome (assembly Gallus gallus_4.0) using TopHat (version:2.0.9) with parameters set to default values^56^. Unmapped reads were trimmed and remapped, additionally, Gene Transfer Format (GTF) of the Ensembl gene annotation was included in the read mapping as previously described by^57^. Next, RNA-Seq alignments for all sample was assembled using String Tie (version: 1.3.0) and Gffcompare (version: 0.9.8) was used to evaluate the accuracy of the assembled transcripts (i.e., putative transcripts containing both coding and noncoding transcripts) and compare the assembly with known transcripts (putative transcripts for each sample assembly against a set of combined gene annotations), to extract assemblies that fully match known and unknown annotations^57,58^. Prior to that, low-quality assemblies were removed based on the Fragments Per Kilobase of exon per Million fragments mapped (FPKM) threshold, and multi-exon transcripts were retained for downstream processing. The FPKM threshold for classifying complete and partial transcripts in our experiment was established according to^57^. Furthermore, transcripts with short read length <200 bp, <2 exons including those with maximum putative ORFs < 300 bp were filtered out. Next, protein-coding transcripts were identified and removed with the software programme Coding-Non-Coding Index (CNCI > 0)^57^ and Coding Potential Calculator (CPC > 0)^59^. Similarly, Pfam (http://pfam.xfam.org) was used to remove transcripts with significant protein domain. From the remaining transcripts, a putative lncRNA is defined as novel lncRNAs if its Pfam hits returned insignificantly. The analysis protocols are described step by step in Supplementary Fig. S1. Afterward, the novel lncRNAs were classified according to^60^ and characterized based on transcription length, exon number and expression level between lncRNA and mRNA transcripts (RefSeq transcripts, NCBI). Furthermore, differentially expressed lncRNAs (DE-lncRNAs) in the comparison groups of long-DF versus short-DF were identified using the EdgeR package (freely available from the Bioconductor web site (http://bioconductor.org)^61^. Only the lncRNAs with the criteria of log2FC (fold change) ≥2 and p-value ≤ 0.01 and FDR ≤ 0.05 were identified as DE-lncRNAs.

### Prediction and functional annotation of DE-lncRNAs target genes

To further predict the DE-lncRNA target genes, the Pearson correlation coefficient (PCC) was calculated to evaluate the co-expression relationships between DE-lncRNAs and target genes. The co-expression pairs with PCC > 0.9 and p-value < 0.05 were selected for the construction of the regulatory network, which was visualized by Cytoscape 3.3.0 (free download: available at http://www.cytoscape.org/). Functional enrichment analysis and pathway analysis of DE-lncRNAs target genes were analyzed using Go (Gene Ontology) function in the Database for Annotation, Visualization and Integrated Discovery (DAVID, from the National Institute of Allergy and Infectious Diseases (NIAID), NIH (https://david.ncifcrf.gov/). and Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://www.genome.ad.jp/kegg/) databases^62,63^.

### Quantitative real-time PCR (qPCR) validation of DE-lncRNAs and target genes

The RNA sequencing data were validated by qPCR, using a standard EasyScript™ one-step gDNA Removal, cDNA Synthesis SuperMix, for cDNA production and SYBR Green real-time PCR (Toyobo co., Ltd, Osaka, Japan) following manufacturer’s instructions. Two up-regulated and two down-regulated DE-lncRNAs and five target genes were randomly selected to quantify the expression levels. Quantitative PCR (qPCR) was then performed in Bio-Rad thermal cycler, CFX-384, real-time system. Gene expression in each sample was normalized to beta-actin expression. The qPCR amplifications were conducted using an independent set of seven biological replicates and three technical replicates per sample. Relative quantitation of lncRNAs and target genes expression was evaluated by the 2(−ΔΔCt) methods^64,65^. Primers sequences of lncRNAs and target genes for qPCR are listed in Supplementary Table S9.

### Ethics approval and consent to participate

The dissection of the UVJ sample and collection was conducted according to the guidelines established for the Care and Use of Laboratory Animals by the Ethics Committee of Huazhong Agricultural University, P. R. China, and Standing Committee of Hubei People’s Congress (No. 5) approved by the Animal Care Committee of Hubei Province, P.R. China.

## Electronic supplementary material

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Supplementary Dataset 8

Supplementary Dataset 9

Supplementary Figure S1

## Data Availability

All replicates sequencing reads used in this study have been submitted to Gene Expression Omnibus (GEO) under the accession number GSE101163.

# Supplementary material for: Transcriptome sequencing reveals key potential long non-coding RNAs related to duration of fertility trait in the uterovaginal junction of egg-laying hens
**Source:** Sci Rep. 2018 Sep 4;8:13185. doi: 10.1038/s41598-018-31301-z
**Supplement:** Supplementary file 10 — Supplementary Figure S1

**Transcriptome sequencing reveals key potential long non-coding RNAs related to duration of fertility trait in the uterovaginal junction of egg-laying hens**

Adeyinka Abiola Adetula, Lantao Gu, Chinedu Charles Nwafor, Xiaoyong Du, Shuhong Zhao and Shijun Li

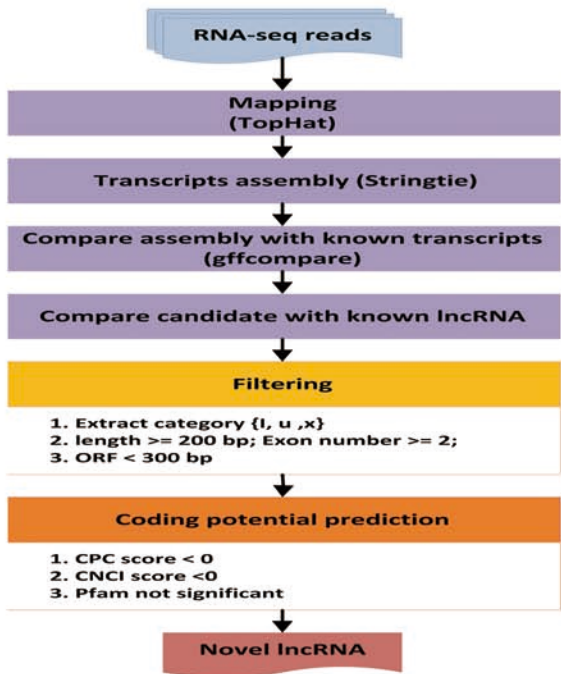

**Supplementary Figure S1** The rigorous analysis pipeline used for this study, i, u, and x represent Transfrag falling entirely within a reference intron, Unknown intergenic transcript, and Exonic overlap with reference on the opposite strand respectively.

How the deposited data were processed for this re-analysis (not part of the article)

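The data were the lncRNA profiles of the uterovaginal junction (UVJ) of 14 hens, with 1 library per hen and 7 hens per group. Each group held 4 hens with the prefix JH and 3 with the prefix JF. The paper's text, its supplement and the sample records were searched for the meaning of the prefixes, and none gives it. No library was left out.

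The authors mapped paired reads to the chicken genome Galgal4 with TopHat and assembled transcripts with StringTie. They compared the transcripts with combined gene annotations in Gffcompare, and filtered them on length, exon number, open reading frame and coding potential. A single table holds 2 values per lncRNA and hen. The first is a raw count, as deposited by the authors, who aligned the reads and counted the fragments on each transcript without normalization. The tool that counted them is not stated. The second is the FPKM, which the authors normalized by transcript length and library total. The total was computed here from count, length and FPKM. A separate annotation gives the exons and the class of the unknown lncRNAs.

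The plan had named limma on log2(FPKM + 0.1) for a table without counts and edgeR for a table with raw counts. Since the table holds counts, edgeR 4.0.16 in R 4.3.3 was used, with TMM normalization of the fragments on lncRNAs and the quasi-likelihood F test. Tests covered lncRNAs with an FPKM of at least 0.1 in at least 7 of 14 hens, 6887 of 9977. P values were adjusted by the Benjamini-Hochberg method over these. A lncRNA was called at the paper's thresholds, an adjusted p of at most 0.05, a p of at most 0.01 and an absolute log2 fold change of at least 2. Fold changes of named lncRNAs and of the paper's 223 came from the same fit without the FPKM filter, on 9868 lncRNAs. Their standard errors were computed back from the F test, as the absolute log2 fold change divided by the square root of F.

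The groups compared were long-DF against short-DF hens over all hens, within JH and within JF hens, JH against JF hens with the group as a covariate, and the difference between the prefixes in the effect of the group. Single values were compared by two-sided permutation tests over every split of the hens. For single lncRNAs these tests were on log2(FPKM + 0.1). Correlations used 100000 permutations, or every ordering where there were fewer. Computations outside R used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.

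The lncRNAs named in the text were set by a rule, namely the 8 key lncRNAs of the paper, the 20 of its Table 2, and the 5 with the smallest p in each direction among long-DF against short-DF and among JH against JF hens. Of these 5, at most 2 per direction are given beside those that are in the paper's Table 2, namely the ones with the smallest p. Unknown lncRNAs are named by their position on Galgal4, and known ones by their NONCODE identifier. Of the 42 lncRNAs whose source in the table is RefSeq, 41 have their accession in the current RefSeq gene table.

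The fragments on lncRNAs, 213304 to 281892 per hen, set the precision. A count of 0 allows up to 3 fragments. Where all hens of a group were at 3 or fewer, the fold change is given as a lower limit computed at 3 fragments, and where both groups were, no fold change is given. The test was tried on simulated counts with the dispersion of these data and 200 lncRNAs changed by between 2 and 4 in size on the log2 scale. A change was recovered at an adjusted p of at most 0.05 with the right sign, without the other thresholds. It recovered 147 of them over all hens, 106 within JH hens and 60 within JF hens, with 7, 9 and 8 false calls. For the difference between the prefixes in the effect of the group it recovered 43, with 2 false calls.

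Comparisons, thresholds, the rule for names and most alternatives were set before the data were examined. These alternatives were limma on log2 FPKM with a pseudocount of 1 or 0.01, quantile normalization, no trend or array weights, median-ratio scaling, the prefix as a covariate, no filter, an FPKM of at least 0.5, JH or JF hens alone, limma on log2 counts, and leaving out each hen in turn. Chosen after seeing the data were limma with a pseudocount of 0.1 on this table, DESeq2 1.42.0, edgeR's exact and likelihood ratio tests, the library totals behind the FPKM or the mapped reads of Supplementary Table S1 as library size, and counts summed over overlapping lncRNAs. Limma was version 3.58.1.

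Not used here were the mRNA levels, the qPCR measurements, the counts of sperm storage tubules and the target predictions. The raw reads were not analysed. The paper's Supplementary Tables S1, S4 and S5 were read for reads per library, the 223 lncRNAs and the lncRNA and gene pairs.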

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

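The tests of splits, depth, abundant lncRNAs, transcript length, summed counts and batches for JH against JF hens, and the tests of few fragments and of random lists for single hens, were chosen only after the results were seen.

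A comparison of the 8 JH with the 6 JF hens, which the paper does not make, gave a signal in 477 lncRNAs (adjusted p of at most 0.05 in edgeR), 229 higher and 248 lower in JH hens. The paper's thresholds were passed by 190 of them, 110 higher and 80 lower. The smallest p of all belonged to a lncRNA of the paper's Table 2, on chromosome Z from 10480521, with 70 to 125 fragments in JH and at most 1 in JF hens, at least 36.3-fold higher. Following the rule for names, the lncRNA on the unplaced sequence AADN03010861.1 from 1 to 911 had 42.7 ± 15.8 FPKM (SD, n = 8) in JH and 3.98 ± 0.913 (SD, n = 6) in JF hens, a log2 fold change of 3.27 (standard error 0.26, adjusted p = 4.54e-06 in edgeR). The lncRNA on chromosome Z from 10480598 to 10505306 had 28 to 72 fragments in JH and 0 in JF hens, at least 17.9-fold higher. Lower in JH hens were that on chromosome 16 from 296713 to 338338, with 80 to 113 fragments in JF and at most 1 in JH hens, at least 28.7-fold lower, and that on chromosome 9 from 11077713 to 11088371, with 209 to 396 fragments in JF and 1 to 10 in JH hens, a log2 fold change of -6.13 (standard error 0.33). Each of these 5 had the smallest p that an exact permutation test can give here, 0.000333.

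Several technical explanations are argued against. Of 100 splits of the hens into 8 and 6, 1 gave as many lncRNAs, the real one. With every library thinned to the smallest library total behind the FPKM, 390 lncRNAs had an adjusted p of at most 0.05, so a difference in that total is not the whole cause. Without the 10 lncRNAs with most counts there were 477, and with the trend over transcript length removed 490. Summed over overlapping lncRNAs, 521 loci passed, so fragments shared between transcripts are not the whole cause either. Library or sequencing batches and the hens' background stay open. The paper names no batch, so no test could set hens of both prefixes from one batch side by side, and a batch that follows the prefix cannot be told apart from a difference between the hens. Of the 477 lncRNAs, 30 had 3 or fewer fragments in each hen of a prefix and more in each hen of the other, 14 of them counted in JH and 16 in JF hens. This does not decide it, since libraries made in another way could also miss a lncRNA. A difference in genetic background may leave the loci in clusters, and 192 of the loci that differ (49.0%) lay within 500 kb of another, with a median of 173 in random sets of similar expression (permutation p = 0.0567), which leaves it undecided. What JH and JF stand for was not tested.

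Among the 7 long-DF hens, JH104 lay far from the others in the number of expressed lncRNAs. Its gap to the nearest hen was 0.640 of the range of the group, above the 95% limit of Dixon's test for 7 hens. Of 16 library values examined in this way, 1 was past the limit, about what chance gives at 5%. JH104 also had the fewest fragments on lncRNAs of the 14 hens. No biological explanation was tested.

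The log2 of FPKM + 0.1 of the 30 lncRNAs named by the rule was examined in the same way in both groups. In 15 of the 60 groups, or 25%, the hen at one end lay past the limit, where chance gives 5%. In long-DF hens the highest hen stood apart for the lncRNAs on chromosome 6 from 29256201 (JF25, gap 1 of the range, 5 fragments against 0), on chromosome 4 from 28448476 (JF61, 0.644, 16 against at most 2), on chromosome 9 from 13427009 (JF64, 1, 626 against 0), on chromosome 3 from 59336031 (JH104, 0.764, 88 against at most 5), on chromosome 1 from 89873361 (JH95, 1, 1 against 0) and for NONGGAT009046.2 (JH95, 0.727, 35 against at most 2). The lowest stood apart for the lncRNA of 5023 nt on chromosome 1 from 45400352 (JH95, 0.738, 0 against 405 or more).

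In short-DF hens the highest hen stood apart for the lncRNAs on chromosome 3 from 13541751 (JH68, 0.887, 55 fragments against at most 1), on chromosome 1 from 45400352 (JH68, 0.955, 1049 against at most 1), for the transcript of 3098 nt at that locus (JH68, 1, 10 against 0), for the lncRNAs on chromosome 1 from 52147793 (JH49, 1, 62 against 0), on chromosome 9 from 14859485 (JH130, 0.866, 240 against at most 4) and on chromosome 1 from 89873361 (JH68, 1, 3 against 0). The lowest stood apart for NONGGAT003930.2 (JH109, 0.831) and NONGGAT014414.1 (JF40, 0.705), with 0 fragments against 1 or 2 in the others.

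Library depth is argued against for these groups, since 14 of the 15 stayed past the limit in thinned libraries. Counting noise stays open for 5 groups, where an exact binomial test does not tell the count of the hen from the nearest one. These are the 4 in which no hen had more than 3 fragments, and that of the lncRNA on chromosome 6. It is argued against for the other 10. Were lncRNAs of any kind high or low in single hens as often, at least 25% of the groups of all tested lncRNAs should be past the limit, by a prediction made before the share was computed. The share was 12.2%, so that prediction failed. Tested lncRNAs pass the FPKM filter, though, which part of the lncRNAs here do not, so this share does not decide it. Of the groups of counted lncRNAs that fail the filter 32.0% were past the limit. The lncRNAs here had 4 of 34 and 11 of 26. Random lists with as many of each kind had a median of 12 groups, and 2555 of 10000 had 15 or more (permutation p = 0.256), so expression in single hens as found in other lncRNAs may explain the number. Fragments assigned differently among overlapping transcripts may explain many of the groups, since 4 stayed past the limit after counts were summed over overlapping lncRNAs. Summing also adds the fragments of neighbours to any lncRNA, so this test cannot show that fragments moved. If fragments had moved to the outlying lncRNA, its hen would be low on the rest of the locus. That hen was the lowest in 3 of 9 lncRNAs, with a chance share of 0.143 (binomial p = 0.126), which leaves it undecided. Expression in single hens for reasons of genotype or state was not tested, and both groups of hens showed it.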

How the results depend on the processing

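DESeq2, edgeR's exact and likelihood ratio tests, limma with a pseudocount of 0.1, library sizes from the FPKM or the mapped reads, and summed counts were chosen only after the results were seen, as were limma on log2 counts and leaving out hens in comparisons other than that of all long-DF with all short-DF hens. No paired analysis was possible because the hens are not paired. Where no cause is given for a change below, the cause was not tested.

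Between all long-DF and short-DF hens the number of called lncRNAs was 0 in 15 of 17 alternatives and 2 with DESeq2 and with edgeR's likelihood ratio test, which called 6 and 5 without the FPKM filter. It was from 0 to 1 in the 14 fits that each left out one hen, with the 1 found without JH68. The numbers at an adjusted p of at most 0.05 and any fold change were the same. At an unadjusted p under 0.05 there were 98 (FPKM of at least 0.5, with fewer lncRNAs tested) to 396 (no filter, with more), and 147 to 182 with one hen left out.

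Within JH hens, 1 lncRNA was called in the reported fit, 6 by limma with a pseudocount of 0.01, 7 with a pseudocount of 0.1, with quantile normalization and with array weights, 8 without trend, 2 on log2 counts, 5 by DESeq2 and by the exact test, 9 by the likelihood ratio test and 0 in summed counts. The other 6 alternatives gave 1. Leaving out one hen gave from 0 to 2, with 2 without JH130 and 0 without each of the other 7. Within JF hens, 4 were called in the reported fit, 50 by limma with a pseudocount of 0.01, 28 with a pseudocount of 0.1 and with array weights, 27 with quantile normalization, 31 without trend, 13 by the exact test, 17 by the likelihood ratio test and 1 in summed counts. Leaving out one hen gave from 1 to 3, with 1 without JF61 or JF64, 2 without JF21 or JF56 and 3 without JF25 or JF40. These fits have fewer hens.

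The effect of the group differed between the prefixes in 0 lncRNAs (308 at an unadjusted p under 0.05). The number was 3 by limma with a pseudocount of 1, 9 with 0.01, 4 with 0.1, with quantile normalization and with array weights, 6 without trend, 2 on log2 counts, 4 by DESeq2, 9 by the likelihood ratio test, and 1 with mapped reads as library size, with an FPKM of at least 0.5 and in summed counts.

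Between JH and JF hens, 190 lncRNAs were called. There were 22 by limma with a pseudocount of 1, which shrinks fold changes, 76 on log2 counts and 119 with an FPKM of at least 0.5, where fewer were tested. The other 12 alternatives and the fits without one hen (158 to 201) were within 1.5 times. At any fold change the number was from 414 to 629, and from 345 to 463 with one hen left out. The balance of direction depended on the setting. In the reported fit 229 were higher and 248 lower in JH hens, and without the FPKM filter 182 and 232. With library totals behind the FPKM there were 297 and 179, with mapped reads 266 and 200, and by limma with array weights 375 and 236.

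Of the paper's 223 lncRNAs, 97 to 141 had the published direction under the alternatives. Adjusted over all lncRNAs, 0 passed, but 4 by DESeq2, 3 by the likelihood ratio test, 1 in JH and 2 in JF hens alone, and from 0 to 1 with one hen left out (1 without JH68). Adjusted over the list alone, 3 passed in the reported fit, 0 by limma with a pseudocount of 1, 0.1 or 0.01, with quantile normalization, without trend, with array weights and on log2 counts, 7 by DESeq2, 15 by the likelihood ratio test, 6 with the prefix as a covariate, 8 in JH and 14 in JF hens. Leaving out one hen gave from 0 to 7, with 7 without JF21, 1 without JH95 and 0 without JF25, JF61, JF64, JH49, JH109, JH130, JF40 or JF56.

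The log2 fold change of long-DF against short-DF hens changed its sign for several lncRNAs. The lncRNA on chromosome 4 from 28448476, reported at -0.60, was at 0.018 in JF hens, and from -2.70 to 0.32 with one hen left out (0.32 without JF56). For the lncRNA on JH375827.1, reported at 0.72, it was at -0.079 by limma with a pseudocount of 1, at -0.33 with 0.01, at -0.29 with 0.1 and without trend, at -0.34 with quantile normalization, at -0.078 with array weights, at -0.036 on log2 counts, at -0.10 with the prefix as a covariate and at -1.65 in JH hens, and from -1.25 (without JF25) to 1.68 with one hen left out. Reported at 0.10, the lncRNA on chromosome 18 from 4936949 was at -0.00504 with a pseudocount of 1, -0.20 with 0.01, -0.15 with 0.1 and without trend, -0.11 with quantile normalization, -0.10 with array weights, -0.082 on log2 counts, -0.25 in JF hens and from -0.12 (without JH14) to 0.42.

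With the sign also changed, the lncRNA on chromosome 1 from 140700907, reported at -0.05, was at 0.45 with the prefix as a covariate, 2.49 in JF hens and from -0.73 (without JH95) to 0.37 (without JH130). The lncRNA on AADN03014192.1, reported at 0.10, ran from -0.53 (without JF61) to 0.72 (without JF56), and the lncRNA on chromosome Z from 10480521, reported at -0.06, from -0.34 (without JH104) to 0.31 (without JH49). In JF hens the lncRNA on chromosome 9 from 14859485 was at 0.69. Fitted values where a group has 3 or fewer fragments in each hen depend on the model and are no limits. This concerns the 2.49 and 0.69 here, the -2.70 above and the 3.07 and 3.48 below.

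Among the paper's Table 2, the lncRNA on chromosome 2 from 56225454, reported at 1.69, was at -0.94 in JH hens, NONGGAT009046.2, reported at -1.14, at 3.48 in JH hens, where it rests on JH95, and the lncRNA on AADN03021349.1, reported at -0.10, at 1.67 in JH hens and from -1.21 (without JH104) to 0.99 (without JF56). Reported at -0.04, the lncRNA on chromosome 12 from 4487619 was at 0.040 by limma with a pseudocount of 0.01, 0.030 with 0.1 and without trend, 0.072 with quantile normalization, 0.020 on log2 counts, 0.44 in JH hens and from -0.17 (without JH130) to 0.13 (without JF56). For the lncRNA on chromosome 14 from 1267801, reported at -0.46, the value was 0.40 with a pseudocount of 0.01, 0.31 with the prefix as a covariate, 3.07 in JF hens and from -0.83 (without JH104) to 0.25 (without JH109). Reported at -0.19, the lncRNA on chromosome 20 from 5791462 ran from -0.42 (without JF64) to 0.22 (without JF56). The lncRNA of 5023 nt on chromosome 1 from 45400352 passed the thresholds in JF hens and without JH68, and NONGGAT014414.1 and the lncRNA on chromosome 4 from 1963628 with DESeq2 and the likelihood ratio test.

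The difference in expressed lncRNAs per hen changed from 129.6 to -58.3 at an FPKM of at least 1. Unknown lncRNAs stayed higher than known ones, and no correlation passed on the log2 scale. With a margin of 5% in place of 0.1%, 111 first values of the paper's list still matched the JH long-DF mean, and 126 second values matched no group of short-DF hens. Depth limits lncRNAs with few fragments. In the simulated data the test recovered 147 of 200 changes, and 78 of 98 among lncRNAs above the median count.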

Differences from the paper's values

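No test in this part was chosen after the result was seen, apart from the settings named as such.

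The paper gives 223 lncRNAs that differ between long- and short-DF hens, 81 higher and 142 lower in long-DF hens. The count here was 0, with 0 higher and 0 lower and 146 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap. Without JH68, 1 lncRNA of the paper's list was called, of 5023 nt on chromosome 1 from 45400352. With DESeq2 and with edgeR's likelihood ratio test, both chosen after seeing the values, 2 of its list were called, NONGGAT014414.1 and the lncRNA on chromosome 4 from 1963628. Without the FPKM filter DESeq2 called 4 of the list and the likelihood ratio test 3. DESeq2 added the transcript of 3098 nt on chromosome 1 from 45400764 and 1 other unknown lncRNA, and the likelihood ratio test added NONGGAT007928.2.

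Comparisons within a prefix also called lncRNAs of the paper's list in the published direction. Within JH hens there was 1, NONGGAT008832.2, and within JF hens 3, NONGGAT009044.2 and the 2 transcripts of 5023 nt and 3098 nt at one locus on chromosome 1. Among the alternatives set before the data were examined, the limma settings called 1 to 3 of the list within JH hens and 2 to 7 within JF hens. Among those chosen after seeing the values, DESeq2, the exact test and the likelihood ratio test called 4, 4 and 7 within JH hens and 4, 7 and 8 within JF hens, limma with a pseudocount of 0.1 called 3 and 7, and limma on log2 counts 2 and 3. Median-ratio scaling, the filters and the other library sizes called 1 within JH hens and 2 or 3 within JF hens. With one hen left out there were 0 to 2 within JH hens, with 2 without JH130 and 0 without each other hen, and 1 or 2 within JF hens.

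The paper gives a mean FPKM of lncRNAs of 0.74, and the mean here was 3.56. As the natural logarithm of FPKM + 1, a scale chosen after seeing the values, it was 0.724, near the paper's value. No alternative set before the data were examined concerns this mean.

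The paper's log2 fold changes in its Table 2 were larger in size than those fitted here to all hens. For 4 of them, none of the alternatives set before the data were examined closed the gap. These were the lncRNAs on chromosome 20 from 5791462 (-0.19 against the paper's 9.38), on chromosome Z from 10480521 (-0.063 against the paper's 7.56), on chromosome 16 from 299035 (1.32 against the paper's 7.45) and on chromosome 12 from 4487619 (-0.038 against the paper's 7.39).

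For 9 others, no fitted value closed the gap either where each group had a hen with more than 3 fragments. In some alternatives set before the data were examined, a group was left with 3 or fewer fragments in each hen. Fitted values there depend on the model, and some came near the paper's, such as 9.79 for the lncRNA of 5023 nt without JH68. The data in those alternatives give only a lower limit to the size of the change, and the limit does not exclude the paper's value. With JF hens alone this was so for the lncRNAs on chromosome 1 from 140700907 (-0.052 against the paper's 10.55), on chromosome 2 from 56225454 (1.69 against the paper's 7.83), on chromosome 14 from 1267801 (-0.46 against the paper's 7.01) and on AADN03021349.1 (-0.10 against the paper's -6.04). It was so with JF hens alone and without JH68 for the lncRNA of 5023 nt on chromosome 1 from 45400352 (2.15 against the paper's 8.95), without JH49 for that on chromosome 1 from 52147793 (1.76 against the paper's 7.59), with JF hens alone and without JH95 for NONGGAT009046.2 (-1.14 against the paper's -5.93), with JF hens alone and without JH104 for the lncRNA on chromosome 3 from 28585526 (-5.06 against the paper's -7.03), and with JH hens alone and without JF61 for that on chromosome 4 from 28448476 (-0.60 against the paper's -7.17).

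For the lncRNA on chromosome 3 from 59336031 (-2.95 against the paper's -6.37) a fitted value closed the gap, -6.51 without JH104. With JF hens alone there was again only a limit that does not exclude the paper's value, and the remaining alternatives did not close the gap.

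For that on chromosome 9 from 14859485 (-4.74 against the paper's -6.47) no fitted value came near the paper's. Without JF64 (-4.85, standard error 1.63) and without JH68 (-4.99, standard error 1.48) the distance to it was just within the standard error, although these values hardly moved, and without JF21 (-5.01, standard error 1.40) it was not. The fit rests on JH130, without which the value was -0.48. With JH hens alone and without JF25 there was only a limit that does not exclude the paper's value, and the remaining alternatives did not close the gap.

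With JH hens alone some of these values had the sign opposite to the paper's. The lncRNA on chromosome 2 from 56225454 was at -0.94 (standard error 1.63) and that on AADN03021349.1 at 1.67 (standard error 1.38). NONGGAT009046.2 had 35 fragments in JH95 and at most 2 in each other JH hen, so its limit there, a log2 fold change of at least 1.61, rests on JH95, and without that hen no fold change can be given.

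In Supplementary Table S4 the paper gives -5.27 for the lncRNA on JH375827.1, where the value here was 0.72, and 4.11 for that on chromosome 18, where it was 0.10. None of the alternatives set before the data were examined closed these gaps.

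The paper states a direction for 4 further key lncRNAs, whose log2 fold change is listed at 0 in that table. That on chromosome 3 from 13541751 is given as higher in long-DF hens, and the fitted value of 2.21 (standard error 1.61) has the same sign. It gives those on chromosomes 6, 9 and AADN03014192.1 as lower in long-DF hens. Here the most fragments of the first and second were in a long-DF hen, 5 in JF25 and 626 in JF64, and the fitted value of the last was 0.10.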

Other observations

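The tests of splits, the test of one more library behind the published values and the depth of JF64 were chosen only after the results were seen.

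Of 100 splits of the 14 hens into 7 and 7, the real one included, 100 gave as many called lncRNAs as the 0 between long- and short-DF hens, and 100 as many at an adjusted p of at most 0.05 and any fold change. A count of 0 is met by any split, so these comparisons decide nothing. At an unadjusted p under 0.05, 92 of the 100 gave 146 or more, with a median of 206 in the others. Their median was 186 where both sides held 4 JH hens, 223 where the numbers of JH hens were 2 apart and 508 where they were 4 apart, so a split that follows the prefix gives more. With the prefix as a covariate 192 lncRNAs had an unadjusted p under 0.05. Within JH hens 10 of the 35 splits gave as many as the 1 lncRNA called there. Within JF hens 1 of the 10 splits, the real one, gave 4, a share that cannot fall under 0.1. For the difference between the prefixes in the effect of the group, 100 of 100 regroupings gave as many as the 0 called, which any regrouping meets. At an unadjusted p under 0.05 the real one had 308, and 21 of the 100 gave as many, with a median of 226 in the others, so chance may explain that number.

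By the difference in mean log2 counts, 115 of the 202 counted lncRNAs of the paper's list had the published direction. Of the splits into 7 and 7, 103, or 3.00%, gave as many, with a median of 103 lncRNAs and at most 124. The 137 of the reported fit was not computed over the splits, so these values do not apply to it. By the paper's account the list was chosen on these libraries, which the published values examined below bear out only in part. A candidate explanation for part of the published directions is the difference between JH and JF hens. The lncRNAs published as higher in long-DF hens were higher in JH hens in 59 of 81, and those published as lower were lower in JH hens in 92 of 121, together 151 of 202. Random lists of similar expression had a median of 100, and 0 of 10000 had as many (permutation p = 0.0001, the smallest they can give). An adjusted p of at most 0.05 between JH and JF hens was found for 37 of the 202, where random lists had a median of 13. This shows that the list and the prefixes go together, and how the list came about was not tested.

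Supplementary Table S4 of the paper lists 2 values for each of its 223 lncRNAs, without naming the libraries. The first is above 0 in 139, of which 111 equal the mean FPKM of the 4 JH long-DF hens within 0.1% and 0 equal the mean of all long-DF hens. The second is above 0 in 174, of which 35 equal the mean of the 3 JF short-DF hens, 8 that of the 4 JH short-DF hens, 0 that of all short-DF hens and 131 none of these. Both values equal the JH means of their groups in 20 lncRNAs. In 22, the second equals the JF short-DF mean while the first and the JF long-DF mean are 0. In 2 pairs of lncRNAs the same 2 values are listed for both, namely NONGGAT001650.2 and an unknown lncRNA, and the lncRNAs on chromosome 8 from 21595094 and on chromosome 12 from 4487619, named after their values were seen.

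Where the second value is the mean of the JF short-DF hens, the first may be a mean over the 3 JF long-DF hens and 1 more library. It is above 0 in 13 of these 35 lncRNAs. Taking 4 times the first value less the sum over the 3 hens left 0 negative remainders, and 11 above 0. Remainders that differed from 0 only by rounding, in either direction, were counted as 0 here. As fragments, 9 of the remainders lay within 0.000380 of whole numbers on average at a single library total of 6744600, where random remainders had a median distance of 0.101 and 0 of 1000 came as close (permutation p = 0.001, the smallest they can give). The nearest total of the 14 libraries was that of JH95, 6910670. For the lncRNA on chromosome 1 from 140700907, the paper's first value is 29.3 and its second 0.0195. The remainder of 116.8 makes up 99.7% of the first value, while the JF long-DF hens had a mean of 0.116 FPKM and the JH hens at most 49.6. What this library is was not tested, and no biological explanation was tested.

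The lncRNA on chromosome 9 from 13427009 had all of its fragments in the long-DF hen JF64. A deeper library is argued against, since 4 deeper libraries had no fragment of it. RNA from another tissue in JF64 could bring further lncRNAs of its own. In JF64 6 lncRNAs had at least 50 fragments with 3 or fewer in each other hen, and the next highest hens had 4, a difference too small to decide, so it cannot be told apart from expression of this lncRNA in the UVJ of 1 hen. Fragments assigned differently among overlapping transcripts stay open too. JF64 had 2729 fragments on the overlapping lncRNAs of this locus together, where it did not stand apart from the other long-DF hens. On the rest of the locus it was not the lowest of them, so a shift of fragments was not shown.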
